# Genetic inhibition of serum glucocorticoid kinase 1 prevents obesity-related atrial fibrillation

**DOI:** 10.1172/jci.insight.160885

**Published:** 2022-10-10

**Authors:** Aneesh Bapat, Guoping Li, Ling Xiao, Ashish Yeri, Maarten Hulsmans, Jana Grune, Masahiro Yamazoe, Maximilian J. Schloss, Yoshiko Iwamoto, Justin Tedeschi, Xinyu Yang, Matthias Nahrendorf, Anthony Rosenzweig, Patrick T. Ellinor, Saumya Das, David Milan

**Keywords:** Cardiology, Metabolism, Arrhythmias

## Abstract

Obesity is an important risk factor for atrial fibrillation (AF), but a better mechanistic understanding of obesity-related atrial fibrillation is required. Serum glucocorticoid kinase 1 (SGK1) is a kinase positioned within multiple obesity-related pathways, and prior work has shown a pathologic role of SGK1 signaling in ventricular arrhythmias. We validated a mouse model of obesity-related AF using wild-type mice fed a high-fat diet. RNA sequencing of atrial tissue demonstrated substantial differences in gene expression, with enrichment of multiple SGK1-related pathways, and we showed upregulated of SGK1 transcription, activation, and signaling in obese atria. Mice expressing a cardiac specific dominant-negative SGK1 were protected from obesity-related AF, through effects on atrial electrophysiology, action potential characteristics, structural remodeling, inflammation, and sodium current. Overall, this study demonstrates the promise of targeting SGK1 in a mouse model of obesity-related AF.

## Introduction

The rate of obesity in the United States has risen steadily since 1960 and reached a prevalence of 42% in 2017 to 2018 (1). With a pediatric obesity prevalence of 19% in 2017 to 2018 (2), we can reasonably expect obesity to persist as a significant public health issue. Atrial fibrillation (AF) is a common cardiac arrhythmia that affects about 5 million Americans and is associated with significant morbidity and mortality (3). Although many risk factors have been identified for AF, obesity has come to the forefront as a prominent but potentially modifiable one. Epidemiological studies demonstrate that nearly 1 in 5 cases of AF are associated with obesity (4). Importantly, data from the Women’s Health Study showed that obese individuals who lost weight to BMI less than 30 kg/m^2^ over a 5-year follow up period were found to have a reduced AF risk when compared to their persistently obese counterparts (5). Thus, not only is obesity a strong AF risk factor, but it may be one that is reversible.

The mechanistic relationship between obesity and AF is not completely delineated, and thus no specific therapies exist. However, a plethora of inciting factors have been proposed and include alterations in hemodynamics, neurohormonal axis, inflammation, metabolism, and adipokines (6). Animal models of prolonged high-fat diet feeding suggest a role for electroanatomic remodeling (7–10), inflammation (11), and decreased connexin expression (12). In addition, obesity is associated with activation of the Nod-like receptor family pyrin domain containing 3 (NLRP3) inflammasome (13), which can be manipulated in cardiomyocytes to produce an atrial substrate susceptible to AF (14).

Serum glucocorticoid kinase 1 (SGK1) is a PI3K-dependent kinase, with structure similar to AKT (15). SGK1 expression and activation lies downstream of both insulin signaling pathways and mineralocorticoid receptor activation (16), both of which are associated with human AF (17–24). Additionally, systemic upregulation of both upstream pathways have been noted in multiple models of diet-induced obesity (25–28), positioning SGK1 as a potential key mediator of AF pathogenesis in the context of obesity. Initial studies of SGK1 demonstrated that the signaling pathway can be activated in the heart by transverse aortic constriction, where acute activation promotes cardiomyocyte survival (29). However, SGK1 was subsequently shown to be activated in human heart failure, pointing to its role in maladaptive cardiac remodeling. Cardiac specific expression of constitutively active SGK1 in mice was associated with worsened transverse aortic constriction–induced (TAC-induced) cardiac dysfunction and lethal ventricular arrhythmias through electrical remodeling caused by the late sodium current (*I_Na_*), while genetic inhibition was protective (30). SGK1 signaling has also been implicated in murine cardiac inflammation (31) and NLRP3 inflammasome activation (32) resulting from angiotensin II infusion–induced hypertension. SGK1 signaling therefore presents a unique and attractive therapeutic target given its presumed involvement in multiple obesity-related pathways and its ability to directly modulate cardiac electrophysiology through effects on the *I_Na_*.

Based on its position downstream of metabolic pathways and its known role in electrophysiology, our a priori hypothesis was that obesity may induce pathologic SGK1 signaling. We sought to support our hypothesis with a comprehensive assessment of the effects of obesity on atrial gene expression and found multiple SGK1-related pathways to be upregulated, including insulin and mineralocorticoid signaling. We then postulated that genetic inhibition of SGK1 would be protective in obesity-related AF through attenuation of obesity-related atrial electroanatomic remodeling and inflammation.

## Results

### Diet-induced obesity results in increased AF susceptibility and marked transcriptional changes.

We used diet-induced obesity to create a mouse model of obesity-related AF. C57BL/6J wild-type (WT) mice were fed a high-fat diet (HFD) starting at 6 weeks of age (Figure 1A). We performed IPGTT in lean (average weight 30 ± 2.8 g) and obese (average weight 42 ± 4.1 g) WT mice after 10 weeks of the appropriate diet. This assessment supported a significant difference in glucose tolerance as quantified by AUC, as well as significant differences in blood glucose 15, 60, and 120 minutes after glucose challenge, overall suggesting insulin resistance (Figure 1B). We then performed terminal electrophysiology studies to assay arrhythmogenesis after 4 to 10 weeks of HFD. Although only 1 out of the 6 mice studied was inducible for AF greater than 1 second after 4 weeks of HFD (average weight 31 ± 2.2 g), 6 out of 7 were inducible for AF after 10 weeks of HFD. In comparison, among age-matched mice fed a control diet for 10 weeks, only 1 out of 8 was inducible for AF during electrophysiology studies (Figure 1C). Given this stark phenotype at 10 weeks of HFD, we proceeded to use 10 weeks of HFD as a model for obesity-related AF.

In addition to electrophysiology studies, a separate group of WT mice were euthanized after 10 weeks of HFD to assess the transcriptional effects of obesity in atrial tissue. 

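Atria of 3 obese mice, fed the HFD, and of 3 lean mice, fed a control diet, were sequenced. The mice were on their diet for 10 weeks from 6 weeks of age. The authors aligned the reads to the mouse genome (GRCm38) with STAR, kept uniquely mapped reads, assigned them to Ensembl genes with Salmon and divided the read count of each gene by one DESeq2 size factor per sample. They deposited these normalized counts with their own comparison of the 2 groups. The sample labels contradict one another: the sample titles and the column names of the deposited table give one diet, and the treatment field of the labels gives the opposite diet for all 6 samples. The titles were followed here. In each sample 100% of the deposited values were whole multiples of the smallest value, so the number of reads behind each value could be recovered. The reads on genes amounted to 17351467, 16957934 and 15874251 in obese mice 1, 2 and 3 and to 16079935, 28971508 and 16329776 in lean mice 1, 2 and 3. Lean mouse 2 was thus the most deeply sequenced sample, and 30.7% of its reads lay on mitochondrial genes, against 19.5% to 24.4% in the other samples. With 3 reads as the smallest number taken as a signal, the limit was 2.05 normalized counts in lean mouse 2 and between 3.01 and 3.41 in the other samples, counting error only. Because the values were already normalized, the groups were compared with limma on log2(normalized count + 1), and fold changes are on that scale, which understates the change of genes with low counts. Genes with a mean of at least 10 normalized counts were tested, 15275 of the 24679 genes with any read. An exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.1. The libraries were directional, but the methods do not state whether reads were assigned by strand, so genes that overlap on opposite strands are uncertain.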

RNA sequencing was performed in atrial tissue of lean and obese WT C57BL/6 mice, followed by gene set enrichment analysis (GSEA) with Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways to identify affected biological processes. 

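In the limma comparison of obese with lean atria, 114 of 15275 genes had an adjusted p under 0.05 (Benjamini-Hochberg), 74 higher and 40 lower in obese atria, and 1864 genes had an unadjusted p under 0.05. The values of the 3 obese and the 3 lean mice did not overlap for any of these 114 genes. Among all genes tested, 18% did not overlap, against the 10% that chance gives with 3 mice in each group. The count depends on the variance model and on single mice. Without a trend of the variance with expression, limma gave 0 genes with an adjusted p under 0.05 and 1717 with an unadjusted p under 0.05. A DESeq2 Wald test on the recovered reads, chosen after seeing the data, gave 448 genes. With each mouse left out in turn, limma gave from 14 to 342 genes. The authors' deposited table lists 444 genes with an adjusted p under 0.05, and all 114 genes called by limma are among them with the same direction. The first principal component of the log2 values held 29.2% of the variance and separated the obese from the lean atria.

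The gene with the smallest adjusted p was Angptl4, which encodes angiopoietin-like 4 and lies on chromosome 17 of GRCm38 from 33773750 to 33781575. It had 1560.3 ± 252 normalized counts in obese atria (SD, n = 3 mice) and 49 ± 27.4 in lean atria (SD, n = 3), a log2 fold change of 5.08 (standard error 0.30, adjusted p = 0.000116 from limma). Its exact permutation p was 0.1, the smallest that 3 mice against 3 allow, and with each mouse left out in turn the log2 fold change stayed between 4.87 and 5.50. Next among the higher genes came Cdkn1a, Mt2, Pdk4 and Slc25a22, with log2 fold changes of 2.32, 2.74, 3.15 and 1.33. Pdk4, which encodes pyruvate dehydrogenase kinase 4, had the highest counts of the 5, 50599.5 ± 19480.4 in obese and 5386 ± 507 in lean atria (SD, n = 3 each). Among the lower genes, Sbk2 had the smallest adjusted p. It lies on chromosome 7 from 4956134 to 4964390 and had 2517 ± 144 normalized counts in obese atria and 5320.3 ± 321 in lean atria (SD, n = 3 each), a log2 fold change of -1.08 (standard error 0.11, adjusted p = 0.0027 from limma). The next were Cilp2, Rbm3, Igfbp3 and Dbp, with log2 fold changes of -1.17, -0.97, -1.19 and -1.46. Of these 10 genes, Rbm3 and Dbp lost an adjusted p under 0.05 in some fits with one mouse left out, keeping it in 5 and 4 of the 6 fits, and the other 8 kept it in all 6.

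**Figure D1:**
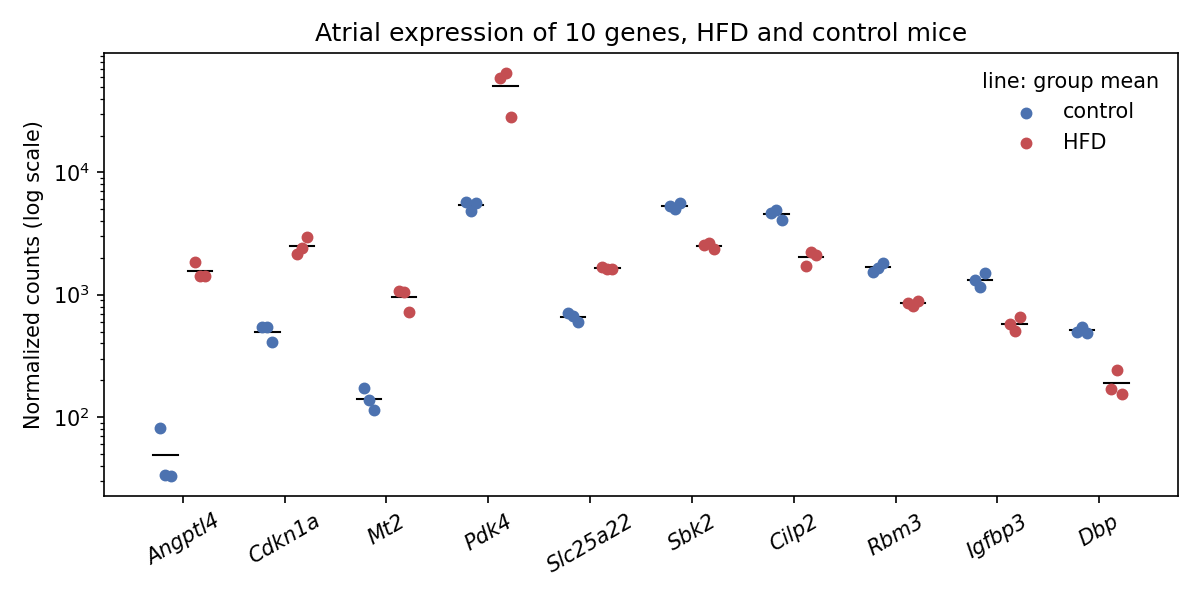
Normalized counts (log axis) of the 5 higher and the 5 lower genes with the smallest adjusted p, in atria of 3 control and 3 HFD mice. Points are mice and lines are group means. For every gene the points of the 2 groups are apart, and Angptl4 has the widest gap, with means of 49 and 1560.3.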

There was marked divergence in the transcriptional profile of lean and obese atria, with 444 differentially expressed genes (279 upregulated, 165 downregulated) between the 2 groups (*P*_adj_ < 0.05). (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.160885DS1). All positively and negatively enriched KEGG pathways at a family-wise error rate (FWER) *P* < 0.05 are listed in Supplemental Tables 2 and 3.

Notable among these were KEGG pathways that either directly involve SGK1 signaling or lie upstream or downstream of SGK1. Using a broader catchment with a false discovery rate (FDR) < 0.25, we identified 10 SGK1-related KEGG pathways, which are presented in Table 1. Among these, SGK1 is directly involved in MTOR SIGNALING and ALDOSTERONE REGULATED SODIUM ABSORPTION. Beyond this, SGK1 lies downstream of a number of obesity-regulated pathways, including CHEMOKINE SIGNALING, INSULIN SIGNALING, and MAPK SIGNALING. 

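Fig. 1D labels 73 genes of 5 pathways, and all of them were found among the deposited values by name. As the paper selected them on these same samples, the counts below describe the values and show no stability. The limma test covered 71 of them, since Il11 and Fgf23 had a mean under 10 normalized counts. All 71 were higher in obese atria, with a median log2 fold change of 0.51 and a range from 0.25 to 2.63. The values of the 3 obese and the 3 lean mice did not overlap for 58 of them. Those of Pck1, which had the largest change, overlapped, with 397 normalized counts in lean mouse 1 and 375 in obese mouse 2. An unadjusted p under 0.05 was found for 65, an adjusted p under 0.05 over the list alone for 61, and an adjusted p under 0.05 over all genes tested for 4. With quantile normalization of the log2 values, 60 genes were higher with an unadjusted p under 0.05, and with limma without a variance trend 49. The median log2 fold change by pathway was 0.42 for the 23 genes tested of focal adhesion, 0.51 for the 23 of regulation of actin cytoskeleton, 0.48 for the 20 of chemokine signaling, 0.58 for the 12 of JAK STAT signaling and 0.56 for the 16 of insulin signaling. Some genes stand in several pathways, so these medians are not independent. The 4 genes with an adjusted p under 0.05 over all genes were Itgam, Lipe, Grk5 and Actn1. Itgam, of the actin pathway, had 286 ± 20.6 normalized counts in obese and 125 ± 7.04 in lean atria (SD, n = 3 each) and a log2 fold change of 1.18 (adjusted p = 0.0106 from limma). Lipe, of the insulin pathway, rose from 819 ± 238 in lean to 2415 ± 673 in obese atria (SD, n = 3 each), a log2 fold change of 1.56 (adjusted p = 0.0171 from limma). Within each group Lipe and Pck1 were highest in mouse 1, which also had the highest mean log2 value of 10 adipocyte genes. Adipose tissue carried over with the atria may therefore contribute to both. Unlike the adipocyte mean, Lipe did not overlap between the groups. Grk5, of chemokine signaling, had a log2 fold change of 0.67 (adjusted p = 0.031 from limma) and Actn1, of focal adhesion, one of 0.76 (adjusted p = 0.0358 from limma). With one mouse left out in turn, these 4 genes kept an adjusted p under 0.05 in 3, 3, 1 and 2 of the 6 fits. In JAK STAT signaling the smallest p belonged to Ptpn11, whose log2 fold change was 0.66 (adjusted p = 0.0657 from limma). Whole atria were sequenced, and the paper names as a limit that bulk sequencing leaves cell composition out of account. A different mix of cells in the obese and lean atria could therefore contribute to these differences. The enrichment of the pathways was not recomputed, because the KEGG gene sets were not used here.

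**Figure D2:**
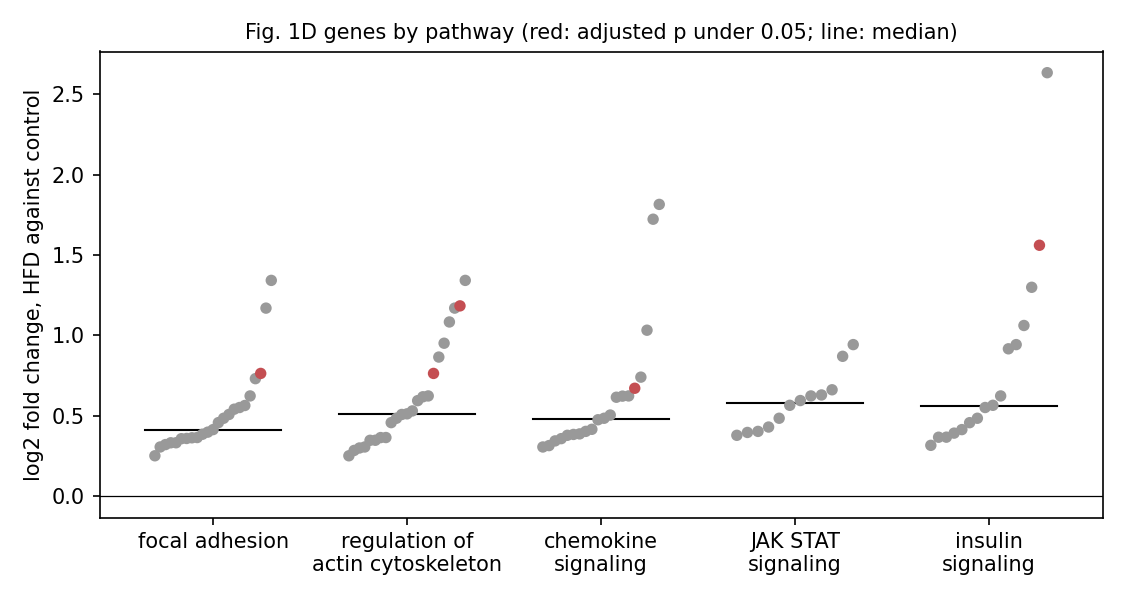
Log2 fold change in obese against lean atria of the genes of Fig. 1D that were tested, by pathway. Each point is a gene, drawn once in each of its pathways, red points have an adjusted p under 0.05 over all genes tested, and lines are medians. All points lie above 0, and the medians lie between 0.42 and 0.58.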

The 5 SGK1-related pathways with FWER *P* < 0.05 are shown in Figure 1D, with differentially expressed (nominal *P* < 0.05), core, enriched genes depicted in the heatmap. Besides significant upregulation in multiple pathways associated with SGK1 signaling, the RNA-sequencing data also suggested an increase in expression of *Sgk1* itself, with a log_2_ fold change of 0.285 and a nominal *P* value of 0.046. These data supported our hypothesis that obesity-related pathophysiology may overlap with or involve SGK1 signaling. In addition to these findings, the potentially unique role of SGK1 signaling in *ventricular* proarrhythmia mediated by electrical remodeling presented it as an opportunistic target for treatment of obesity-related *atrial* arrhythmias.

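Sgk1, identified as ENSMUSG00000019970, lies on the plus strand of chromosome 10 of GRCm38 from 21882184 to 21999903. Its normalized counts were 864, 871 and 988 in the 3 obese mice and 719, 784 and 730.1 in the 3 lean mice, so that every obese mouse was above every lean mouse. The means were 908 ± 69.8 and 744 ± 35 (SD, n = 3 each). The log2 fold change was 0.28 with a standard error of 0.12. The unadjusted p of this gene in limma was 0.0334 and its adjusted p over all genes tested was 0.357, and the two-sided exact permutation p was 0.1, the smallest possible. The authors' deposited table gives an adjusted p of 0.465 for this gene. With one mouse left out in turn, the log2 fold change lay between 0.22 and 0.32, the lowest value without obese mouse 3. The paper held beforehand the hypothesis that obesity-related pathophysiology may overlap with or involve SGK1 signaling, and counts the SGK1-related pathways and this increase in its favor.

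**Figure D3:**
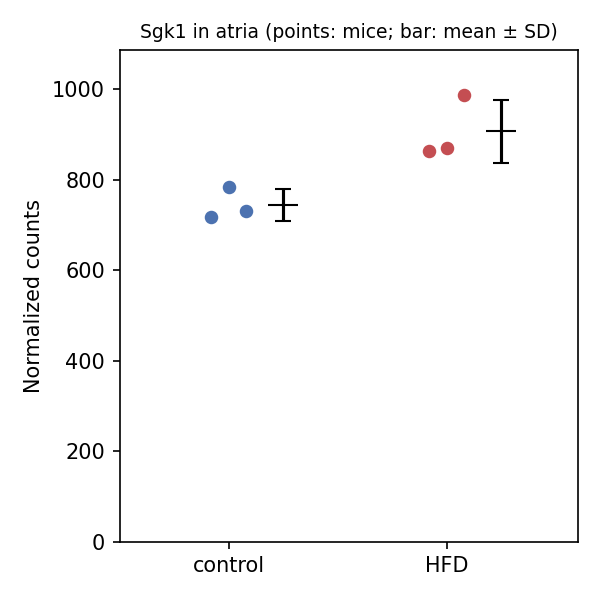
Normalized counts of Sgk1 in atria of 3 control and 3 HFD mice. Points are mice, and the bars beside them are the mean with its SD. The HFD mice lie between 864 and 988, above the control mice.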

### Diet-induced obesity activates SGK1 signaling.

The above-noted increase in *Sgk1* gene expression was verified with focused quantitative PCR, as HFD resulted in a significant increase in atrial SGK1 gene expression, with a similar trend in the ventricles (Figure 1, E and F). In addition, in both atrial and ventricular tissue, HFD feeding led to a significant increase in the ratio of phosphorylated to total SGK1 as determined by Western blotting (Figure 1, E and F). To further ascertain SGK1 signaling, we quantified phosphorylation of known SGK1 targets. In fact, there was a marked increase in phosphorylation of SGK1-specific target N-myc downstream regulated 1 (NDRG1) in both obese atrial and ventricular tissue. Similarly, in obese atrial tissue, there was an increase in phosphorylated glycogen synthase kinase 3 beta (GSK3β); there was no difference in phosphorylated GSK3β in ventricular tissue (Figure 1, G and H). Overall, these data demonstrate that diet-induced obesity resulted both in increased AF inducibility, as well as an increase in SGK1 transcription, SGK1 activation through phosphorylation, and activity assayed by phosphorylation of known SGK1 targets. Interestingly, these findings appear more pronounced in atrial, rather than ventricular, tissue. We then investigated the possibility of a dose response relating HFD/obesity with atrial SGK1 signaling, by comparing mice fed HFD for 6 weeks (which have ~50% AF inducibility) with mice fed HFD for 10 weeks. As would be expected, we found an increase in SGK1 and downstream target phosphorylation in mice fed HFD for 10 weeks as compared with their counterparts fed for only 6 weeks (Supplemental Figure 1). Given the known role of SGK1 in electrical/structural remodeling, we sought to investigate the role of SGK1 in obesity-induced atrial pathology.

### Genetic SGK1 inhibition alters atrial electrophysiology and prevents obesity-related AF.

To test whether SGK1 plays a role in obesity-induced AF, we employed a previously described transgenic mouse model that overexpresses a dominant-negative form of SGK1 in cardiomyocytes (SGK1 dominant negative, DN) (30). After 10–14 weeks of HFD, 79% of SGK1 DN (23 out of 29) and 73% of WT littermates (22 out of 30) achieved a minimum 34 g weight (Figure 2A). Over the course of feeding, there were no differences in weight gain or the final weight between SGK1 DN and WT littermates; both were significantly heavier than the WT mice fed a normal chow at the end of the feeding period (*P* < 5 × 10^–5^ for both). Tail cuff blood pressure measurements showed no difference in systolic, diastolic, or mean arterial pressure between the lean WT, obese WT, or obese SGK1 DN mice. Two-dimensional transthoracic echocardiography was performed and did not reveal any differences in left ventricular (LV) dimensions, LV systolic or diastolic function, or left atrial size between the 3 groups of mice. Both obese WT and obese SGK1 DN mice demonstrated impaired glucose tolerance as compared with lean WT mice, but there were no significant differences between the 2 obese groups (Supplemental Figure 2). Importantly, assessment of downstream phosphorylation targets in SGK1 DN atria showed a significant decrease in the phosphorylation of NDRG1 and a trend toward the same with respect to GSK3β (Supplemental Figure 3).

Ambulatory telemetry was performed in obese SGK1 DN and WT mice. Eight-hour periods (from midnight to 8 am) were analyzed to assess for baseline characteristics as well as spontaneous arrhythmias. There were no significant differences in baseline ambulatory heart rate or the root mean square of the successive differences, a marker of heart rate variability, between the 2 groups (Supplemental Figure 2). No sustained spontaneous arrhythmias (atrial or ventricular) were recorded during the analyzed periods. However, there was a difference in the number of premature atrial complexes (PACs), which was significantly higher in the obese WT group as compared with the obese SGK1 DN group (Figure 2B). The latter is suggestive of an increased atrial excitability that may serve to trigger AF.

Terminal electrophysiology studies were performed to determine electrophysiology parameters with focus on AF inducibility. Parameters related to sinus node function, atrioventricular (AV) node function, and refractory periods in atria and ventricles are presented in Table 2. There were no significant differences in baseline parameters among the 3 groups. Programmed electrical stimulation with up to 2 extrastimuli and rapid burst pacing were performed in both the atria and ventricles. AF inducibility was significantly higher in obese (9 out of 9) versus lean mice (0 out of 3), but this difference was abrogated in obese SGK1 DN mice (2 out of 9). There were similar differences in number of AF episodes (>250 ms) and total AF burden between lean and obese WT mice, both of which were prevented by SGK1 genetic inhibition (Figure 2, C and D).

Optical mapping of right atrial and left atrial appendages was performed on these 3 groups of mice using a voltage-sensitive dye (Table 3). There were no significant differences in lean versus obese WT mouse action potential duration (APD), conduction velocity (CV), or action potential (AP) upstroke velocity in either atrial chamber. Overall, the APD was shorter in the obese SGK1 DN as compared with the obese WT mice in both atrial chambers and met statistical significance APD90 (Figure 3A). There were no significant differences in CV between the 2 obese mouse genotypes. Interestingly, within the WT obese mice, there were significant inter-atrial differences in APD50, CV, and *dV/dt*; lean WT mice had no significant analogous inter-atrial differences, and SGK1 DN mice only had inter-atrial differences in CV, with no significant inter-atrial differences in APDs or *dV/dt* (Figure 3B). To interrogate this further, we assessed expression and phosphorylation status of SGK1 protein in right and left atria of lean and obese mice (Figure 3C). Pairwise comparisons revealed generally higher SGK1 phosphorylation in right versus left atria, but this difference was exaggerated and met statistical significance in the obese mice.

We performed focused patch-clamping on atrial myocytes to further investigate the shorter APDs in setting of SGK1 inhibition. Adipokines such as leptin have been shown to increase the late *I_Na_* in LA myocytes (33). Prior work has demonstrated the effect of SGK1 activation on *I_Na_* via alteration of channel biophysical properties, as well as trafficking and localization of Na_V_1.5, the pore-forming subunit of the channel (30). We suspected that the protective electrophysiologic consequences of SGK1 genetic inhibition may result from its effects on the *I_Na_*. Whole-cell patch-clamp was performed on obese WT and obese SGK1 DN LA myocytes (Figure 4A). There were no significant differences in peak *I_Na_* between the 2 groups (Figure 4B). However, SGK1 DN myocytes demonstrated a rightward depolarizing shift in activation-inactivation kinetics of *I_Na_* in SGK1 DN myocytes (inactivation V_1/2_ SEM: WT, –84 ± 2 mV, *n* = 10, SGK1 DN, –77 ± 2 mV, *n* = 11, *P* < 0.05 WT versus DN). However, there were no significant differences in slope factors (mean ± SEM: WT 0.3 ± 0.1, SGK1 DN 0.4 ± 0.1, *P* = 0.62) or activation V_1/2_ (mean ± SEM: WT –75 ± 2.3 mV, SGK1 DN –70.75 ± 1.8 mV, *P* = 0.145) (Figure 4C). This change in the activation-inactivation curves is diametrically opposed to existing literature on SGK1 constitutively active (CA) cardiomyocytes, which have a *leftward* shift in activation-inactivation kinetics as compared with WT cells (30). The rightward shift in activation-inactivation kinetics observed in our study would be expected to decrease the persistent (late) Na current (34). As the effects of SGK1 signaling on *I_Na_* are mediated by posttranslational modification and trafficking, there were unsurprisingly no differences in expression of the Na_V_1.5 protein subunit as assessed by Western blotting in lean WT, obese WT, or obese SGK1 DN mouse atria (Figure 4D). These data are consistent with previously published data regarding the effect of SGK1 signaling on *I_Na_* in ventricular myocytes (30) and may account for the differences between obese WT and SGK1 DN mouse atria determined through optical mapping. In addition, these data suggest that inter-atrial differences in activation of SGK1 (via phosphorylation) may contribute to the correlating differences in electrophysiology, particularly APD, between the 2 atrial chambers.

### Genetic inhibition of SGK1 prevents cardiac remodeling.

SGK1 DN mouse ventricles are resistant to TAC-induced fibrosis (30), so we hypothesized that SGK1 inhibition may protect from obesity-induced structural remodeling in the atria. We initially performed Masson’s trichrome staining to assess for obesity-related atrial fibrosis. Although obesity-induced atrial fibrosis is described in literature (35, 36), this is an insensitive technique susceptible to sampling bias, and we did not, in fact, find a difference in fibrosis (Supplemental Figure 4). However, given the relatively short duration of HFD, we suspected that genetic expression may better reflect the early profibrotic consequences of obesity. Given the association between both atrial and ventricular fibrosis and atrial fibrillation, reverse transcription quantitative PCR (RT-qPCR) of fibrosis-related genes was performed in both tissues. There seemed to be a generalized obesity-induced increase in profibrotic gene expression in the ventricles but no significant obesity-induced differences in atrial tissue. However, SGK1 inhibition did result in generally decreased expression of these profibrotic genes in both atria and ventricles (Figure 5A). Activity — and ratio — of MMPs and TIMPs are known to affect the maintenance and turnover of the ECM (37–39). HFD feeding was associated with a significantly increased atrial/ventricular expression of *Timp1* and plasminogen activator inhibitor 1 (*Pai1*) in both atria (*Timp1* *P* = 0.03; *Pai1* *P* = 0.01) and the left ventricle (*Timp1* *P* = 0.06; *Pai1* *P* = 0.0005), both of which are associated with increased ECM turnover. These obesity-induced profibrotic changes were significantly reduced in ventricular (*Timp1* *P* = 0.01; *Pai1* *P* = 0.0005) — but not atrial — tissue of SGK1 DN mice. However, the ratios of *Timp1/Mmp2* and *Timp1/Mmp9* were increased in obese WT atria/ventricles as compared with lean WT mouse atria/ventricles, but these ratios were significantly lower in the obese SGK1 DN mice as compared with obese WT mice (Figure 5A). In addition to differences in gene transcription, Western blotting revealed a significant decrease in atrial protein expression of connective tissue growth factor (CTGF) in SGK1 DN as compared with WT obese mouse atria (Figure 5B). Overall, these data demonstrate decreased profibrotic signaling in SGK1 DN cardiac tissue even in the relatively short time studied, consistent with the previously described finding of reduced ventricular fibrosis in the TAC model.

Multiple animal models have demonstrated the obesity-related downregulation of cardiac connexin proteins (11, 12). We supported these results in our study by determining the level of gene and protein expression. RT-qPCR showed a decrease in atrial expression of both connexin 40 and 43 in obese as compared with lean mice, but the decrease was mitigated or reversed by SGK1 inhibition. These findings extended to protein translation, as immunoblotting revealed obesity-related decrease in atrial protein expression of connexin 40 and 43, which were ameliorated with SGK1 inhibition (Figure 5, C and D). The data presented here suggest a protective effect of SGK1 inhibition in terms of profibrotic signaling and cell-cell connectivity.

### Genetic inhibition of SGK1 prevents obesity-induced inflammation.

Inflammation is thought to be involved in obesity-induced pathology (including fibrosis) (40), and we suspected that SGK1 signaling may contribute to proinflammatory pathways in the heart. We therefore evaluated the effect of SGK1 inhibition on atrial inflammation caused by obesity with RT-qPCR of inflammatory genes in WT lean, WT obese, and SGK1 DN obese mice. The genes of interest were either cytokines known to be involved in obesity-related inflammation or those thought to lie downstream of either mineralocorticoid or SGK1 signaling (32, 41–44). Once again, cardiomyocyte-specific genetic inhibition of SGK1 minimized obesity-induced increases in genes related to inflammation (Figure 6A). Given that SGK1 inhibition is restricted to cardiomyocytes, it is not surprising that plasma levels of circulating cytokines such as IL-6 and C-reactive protein were not impacted (Supplemental Figure 5).

Of note, there was a marked obesity-induced atrial *Il-1β* expression, which was abolished with genetic inhibition of SGK1. SGK1 activation has been shown to affect expression of *Ccl2*, which is involved in the recruitment of inflammatory cells, such as macrophages (41). Our data demonstrated a trend toward an increase in obesity-induced *Ccl2* expression, which was prevented by SGK1 genetic inhibition (ANOVA *P* = 0.05). We interrogated this pathway further with flow cytometry and determined that SGK1 genetic inhibition abrogated a trend toward an increased atrial macrophage content caused by obesity (Figure 6B). Although one could presume sheer difference in quantity of inflammatory cells as the source of the increase in *Il-1β*, we pursued this avenue further by investigating downstream pathways.

We studied 2 interrelated pathways that we suspected may have been inhibited with SGK1 inhibition: the NLRP3 inflammasome and NF-κB signaling. The NLRP3 inflammasome has been implicated in various obesity-related pathologies, including AF, and has been shown to be inhibited by pharmacologic SGK1 inhibition (32). Additionally, SGK1 activity has been shown to provoke nuclear translocation and hence activation of NF-κB (45–47). We assayed inflammasome activity with a fluorometric measurement of caspase activity, which was found to be significantly lower in atrial tissue of SGK1 DN mice compared with WT (Figure 6C). Similar to *Nlrp3* gene expression, NLRP3 protein expression showed a trend toward an increase with HFD feeding, which was significantly reduced with genetic SGK1 inhibition. There were not, however, differences in caspase-1 protein expression (Figure 6D). Finally, electrophysiology studies were performed in age-matched obese NLRP3^–/–^ mice, which demonstrated an intermediate AF phenotype, with 4 out of 10 mice inducible for AF greater than 1 second in duration (Supplemental Table 4).

NLRP3 expression is closely linked to NF-κB activation, which is mechanistically downstream of SGK1 activation (48, 49). Western blotting of the p65 subunit of NF-κB revealed an obesity-related significant increase in the phosphorylated — and hence transactivated (50, 51) — form of the protein, which was reversed by SGK1 genetic inhibition. Although there was no significant difference in the total expression of NF-κB p65 between WT lean and obese mice, there was significantly less NF-κB p65 protein expression in obese SGK1 DN mouse atria as compared with WT counterparts (Figure 6E). Overall, these data suggest that the protective effect of SGK1 inhibition in *Il-1β* expression may be mediated, in part, by its role in modulating the NLRP3 and NF-κB pathways.

### Constitutive SGK1 activation may modulate AF susceptibility in HFD-induced obesity.

To determine whether SGK1 overactivation on its own affects AF susceptibility, we performed electrophysiology studies and optical mapping on age-matched lean SGK1 CA and WT mice (Figure 7A). There were no differences in AF inducibility noted between the 2 groups. Interestingly, SGK1 CA mice demonstrated a significantly longer PR interval and had a trend (*P* = 0.14) toward a longer Wenckebach cycle length than their WT counterparts, suggesting an effect on AV node function. Otherwise, there were no significant differences in electrophysiology parameters between the 2 lean groups (Supplemental Table 5). Optical mapping of lean SGK1 CA mouse hearts reproduced the inter-atrial heterogeneity seen with obese WT mice, as the RA APD50 was significantly longer than LA APD50; there was no correlating inter-atrial difference in lean WT mouse atria (Figure 7B). In addition, SGK1 CA mice demonstrated a significant increase in RA CV, APDs (50%, 70%, and 90%), and *dV/dt* as compared with WT mouse atria (Figure 7C and Supplemental Table 6).

To further interrogate SGK1 overactivation, we then utilized the HFD mouse model again. In this case, we fed WT and SGK1 CA mice an HFD for 6 weeks (Figure 7D), then proceeded with basic characterization as well as electrophysiologic and biochemical studies (Supplemental Figure 6). Again, telemetry was done and 8-hour periods (midnight to 8 am) were analyzed in WT and SGK1 CA mice. Although there were no spontaneous sustained arrhythmias in either group, there were significantly more PACs in the SGK1 CA mice as compared with the WT mice, again suggesting a role for SGK1 signaling in atrial electrical excitability (Figure 7E). During invasive electrophysiology studies, SGK1 CA mice demonstrated slowed AV nodal conduction, with a significantly longer Wenckebach cycle length and PR interval (Supplemental Table 7). Although there was no difference in the proportion of mice inducible for AF greater than 1 second, there was a significant increase in the number of inducible AF episodes in the SGK1 CA mice as compared with their WT counterparts, and a similar trend was seen in AF burden (Figure 7E). To better assess the general mechanism of arrhythmogenesis, optical mapping was performed on these 2 groups of mice. SGK1 CA left and right atria demonstrated an overall increase in APD as compared with the WT mouse atria, which met statistical significance at 70% and 90% repolarization (Figure 7F). Interestingly, CV was also generally higher in SGK1 CA mice as compared with WT mice, and this difference met statistical significance in the left atrium (Supplemental Table 8). Finally, qRT-PCR was done in these WT and SGK1 CA atria and revealed a significant increase in *Col1A1* and *Nlrp3* transcripts in CA mouse atria (Figure 7G). Together, our data suggest opposing effects of SGK1 activity on obesity-related AF, with SGK1 activation promoting development of AF coincident with increased fibrosis and inflammation, while SGK1 inhibition was protective against these pathologic changes.

## Discussion

Obesity is a reversible risk factor for AF, and the rate of obesity continues unabated at epidemic proportions. Prior work examining the link between obesity and AF has implicated fibrosis, connexin dysregulation, inflammation, and ion channel alterations in arrhythmogenesis. Here, we demonstrate marked alteration in atrial gene expression brought on by obesity and an obesity-induced upregulation of atrial SGK1 transcription, activation, and activity. SGK1 inhibition is associated with a reduction in spontaneous atrial ectopy as well as AF inducibility in a mouse model of HFD-induced obesity. This protective effect was associated with alterations in atrial electrophysiology as well as an attenuation in the obesity-related structural remodeling and inflammation. Overall, SGK1 inhibition prevents some of the pathologic effects of obesity, making it a necessary signaling pathway and an attractive therapeutic target in this AF model. We posit that SGK1 likely interacts with other obesity-related adverse signaling pathways and that inhibiting SGK1 can therefore mitigate the development of AF.

Despite the established role of obesity in cardiovascular disease, there are limited data regarding the transcriptional effects of obesity on the heart. In a similar mouse model, existing literature has shown that obesity-induced transcriptional changes in the left ventricle largely affect genes and pathways involved in cardiac metabolism, including glycolysis as well as remodeling (52). Here we present the effects of obesity on *atrial* gene expression, which in particular include genes involved in cardiac metabolism, cell-cell connectivity, cardiac remodeling, and cytokine signaling. 

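For each of these 4 themes a panel of genes was listed and tested as a set with limma's camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 24 panels. The panel of fatty acid metabolism had a mean log2 fold change of 1.62 in obese against lean atria (adjusted p = 6.73e-17 from limma's camera), and 11 of its 12 genes were higher. Besides Angptl4 and Pdk4, the largest change was that of Ucp3, from 202 ± 47.1 normalized counts in lean to 1491 ± 702 in obese atria (SD, n = 3 each), a log2 fold change of 2.76 (adjusted p = 0.00937 from limma). Of the 10 genes of cell-cell connectivity, 4 were higher, and the panel had a mean log2 fold change of -0.18 (adjusted p = 0.0711 from limma's camera). Within it, Gja5, which encodes connexin 40, had 1289 ± 249 normalized counts in obese and 2816 ± 589 in lean atria (SD, n = 3 each), a log2 fold change of -1.12 (adjusted p = 0.0252 from limma). Gja1, which encodes connexin 43, had a log2 fold change of -0.40 and did not pass the threshold (adjusted p = 0.322 from limma). The panel of extracellular matrix remodeling had a mean log2 fold change of 0.35 (adjusted p = 0.00368 from limma's camera), with 9 of 14 genes higher. Among its genes, Lox had a log2 fold change of 0.97 (adjusted p = 0.0252 from limma). Cytokine and chemokine ligands had a mean log2 fold change of 0.79 (adjusted p = 0.000649 from limma's camera), with 10 of 12 genes higher. There, Ccl9 and Ccl6 had an adjusted p under 0.05, with log2 fold changes of 1.57 and 1.36. With one mouse left out in turn, Ucp3, Gja5, Lox, Ccl9 and Ccl6 kept an adjusted p under 0.05 in 5, 2, 1, 5 and 3 of the 6 fits. The scores of the 3 obese and the 3 lean mice did not overlap for fatty acid metabolism and for cytokine and chemokine ligands (two-sided exact permutation p = 0.1 for each, the smallest possible), and overlapped for the other 2 panels. The set tests depend on the assumed correlation between genes. With the correlation estimated for each panel, none of the 24 panels had an adjusted p under 0.05, and 5 had an unadjusted p under 0.05.

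**Figure D4:**
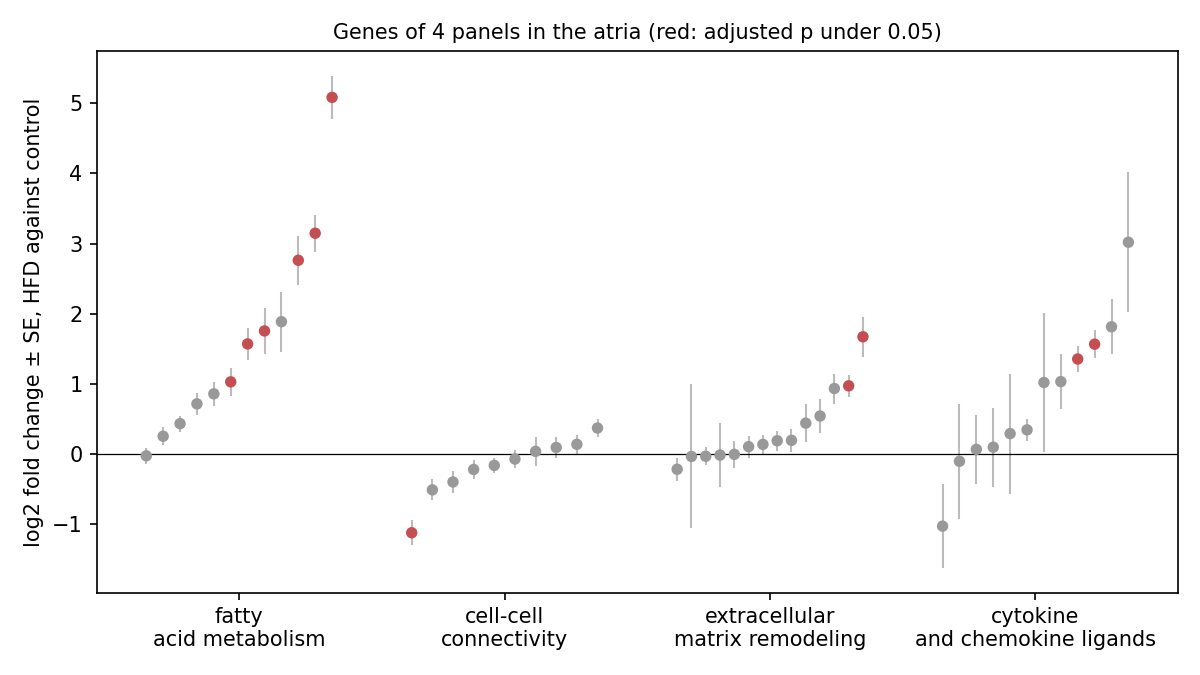
Log2 fold change, with its standard error, in obese against lean atria of the genes of 4 panels. Each point is a gene, and red points have an adjusted p under 0.05 from limma over all genes tested. Most genes of fatty acid metabolism lie above 0, up to 5.08 for Angptl4, while Gja5, at -1.12, is the lowest point.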

Importantly, the sequencing data presented here supported our preexisting hypothesis that obesity may result in activation of SGK1-related pathways, and we demonstrated increased insulin signaling, mineralocorticoid signaling, and mTOR signaling.

While cardiac SGK1 activity may be protective in acute pressure overload (29), persistent activation during chronic pressure overload has been shown to be maladaptive (30). In models of metabolic syndrome, SGK1 signaling in hepatocytes (53) and adipocytes (54) has been shown to exacerbate insulin resistance. SGK1 is transcriptionally upregulated by circulating factors, including glucocorticoids, mineralocorticoids, and insulin (55). Given the latter, we suspected that obese mice, which are known to have glucose intolerance (56), may have increased SGK1 expression. We demonstrate here that in fact diet-induced obesity does increase both atrial and ventricular SGK1 transcription and signaling. This is a potentially novel finding in the heart but is an extension of existing literature, which demonstrates obesity-related increases in SGK1 signaling in the aorta (25), adipose tissue (26), and hippocampus (27).

From a macroscopic electrophysiologic perspective, we found a marked difference in inducibility of atrial arrhythmias in lean and obese mice. Despite this phenotype, there did not seem to be proportionate differences in surrogate electrophysiology parameters, including measures of tissue refractoriness and optical electrophysiologic parameters. We did find, however, inter-atrial differences in action potential characteristics and impulse propagation that were brought on by obesity but reversed with SGK1 inhibition. While this finding may contribute to AF phenotype, it is not independently sufficient to drive AF, as lean SGK1 CA mice — which develop these inter-atrial differences — are not inducible for AF. Further investigation will be necessary to determine the role of SGK1 signaling in defining atrial “sidedness.”

Obesity has been implicated in the development of both the triggers and substrate that underlie cardiac arrhythmias (6). There are discordant data regarding the effect of obesity on the cardiac sodium current (33, 57–60), and both gain-of-function (61) and loss-of-function (62) mutations in the *SCN5a* gene have been associated with AF in families. A particularly relevant recent study of mice with diet-induced obesity, for example, demonstrated decreased expression of the sodium channel subunit Na_V_1.5 associated with a decrease in *I_Na_* as well as APD shortening and decreased *dV/dt*_max_ in obese, as compared with lean, mouse left atria (35). These data would seem to stand in contrast to our findings, as we did not find an obesity-related reduction in Na_V_1.5 expression. However, despite the apparent contradiction, the same mouse model had 25% reduction in AF burden when treated with flecainide, an *I_Na_* blocker (63). A recent study confirmed the pro-AF potential of excess *I_Na_*, as it was shown to lead to atrial myopathy, remodeling, and arrhythmia (64). We did not specifically study the effects of obesity on atrial *I_Na_* (as compared with lean mice) but found that the protective effect of SGK1 inhibition in obese mice was associated with a depolarizing shift in the “window” current for *I_Na_* in the atria; this may be expected to decrease late *I_Na_* (34). This finding is consistent with prior literature showing a leftward hyperpolarizing shift in the “window” current as the mechanism for proarrhythmia in *constitutive* SGK1 activation (30). In the context of available literature, our results suggest that *I_Na_* regulation may be protective in obesity-related AF, but this only partially explains the benefit derived from SGK1 genetic inhibition.

Substantial data suggest a role for obesity-induced structural remodeling in the pathogenesis of AF. Proposed mechanisms include interstitial fibrosis (7, 8, 10), connexin dysregulation (11, 12), and even fatty infiltration (7). SGK1 activity in particular is associated with a number of fibrosing conditions throughout the body and may be stimulated by TGF-β activity (65). Here we demonstrate the protective effect of SGK1 inhibition in the expression of several profibrotic factors, including collagen, CTGF, and α–smooth muscle actin. Since we did not find a significant difference in histologic fibrosis, it is possible that the transcriptional/translational changes are a more sensitive assay or may be early signs of fibrosis, but we cannot draw any firm conclusions (66). MMPs and TIMPs have generally antagonistic functions and work in concert to maintain the homeostatic balance of the ECM (37, 38). The relative changes seen here with obesity, which mimic those seen in aged, frail mouse atria (39), may suggest a profibrotic transcriptional programming. Finally, the role of SGK1 signaling on cardiomyocyte connexin expression is not described in literature, but there are extensive data regarding the effects of fibrosis and inflammation on connexin expression. Our data are consistent with a secondary effect of fibrosis and inflammation on connexin expression, rather than a primary effect of SGK1 regulation.

The protective effects of SGK1 genetic inhibition are consistent with data examining the effects of cardiomyocyte mineralocorticoid receptor knockout (67). Despite the protective effects of SGK1 inhibition on atrial and ventricular fibrotic signaling, detailed echocardiographic assessment of systolic and diastolic function did not reveal any notable effects of obesity or SGK1 inhibition. Thus, importantly, the protective effect of SGK1 inhibition on AF inducibility in this model is unlikely to derive from hemodynamic effects or effects on LA pressure secondary to the beneficial effects of SGK1 on ventricular remodeling, but rather suggest a primary beneficial effect of SGK1 inhibition on AF pathogenesis.

SGK1 activation has been linked to inflammation via both the NLRP3 inflammasome as well as NF-κB signaling. With respect to the latter, SGK1 directly phosphorylates IκB kinase alpha, resulting in increased NF-κB activity (49). SGK1-dependent NF-κB activation has been demonstrated in renal collecting ducts (68) and aortic vascular smooth muscle cells (69). Recent literature has posited cardiomyocyte NLRP3 overexpression as a sufficient trigger for AF (14), and our data regarding atrial NLRP3 expression are compelling in this context. Prior studies have demonstrated an association between SGK1 and inflammasome activity, but the exact mechanism has not been clearly delineated. In a model of hypoxia-induced pulmonary arterial hypertension, SGK1 activity was shown to be associated with hypoxic pulmonary macrophage infiltration, whereby knockout of SGK1 reduced macrophage content (70). Meanwhile, a specific SGK1 inhibitor was shown to reduce NLRP3 inflammasome expression and mitigate angiotensin II–induced cardiac inflammation and fibrosis (32). In our model, obesity resulted in a marked elevation in IL-1, a cytokine frequently cited as proarrhythmic, which was prevented by SGK1 inhibition, perhaps through its effects on the NF-κB and NLRP3 axes.

An interesting aspect of this study to take note of — as in the Das et al. (30) study regarding TAC-induced cardiac remodeling — is that our model of SGK1 knockdown is restricted to cardiomyocytes via the MHC promoter. Yet, the effects seemingly extend to functions classically thought to be driven by noncardiomyocytes; ECM maintenance is generally attributed to activated fibroblasts and inflammation to monocytes. However, in vitro, cardiomyocytes have been shown to be capable of expressing fibrosis-related transcripts (71) and even do so in response to leptin exposure (72). Murine in vivo models of cardiac fibrosis due to pressure overload have demonstrated an essential role for cardiomyocyte-dependent TGF-β signaling (73). There are limited data regarding the role of cardiomyocyte-derived signaling in inflammation, but cardiomyocyte calmodulin kinase — through both NLRP3 and NF-κB — is essential to pressure overload–induced cardiac inflammation (74, 75). A particularly relevant study from Rickard et al. (67) demonstrated cardiomyocyte mineralocorticoid receptors as essential in mineralocorticoid- and salt-induced cardiac fibrosis and inflammation. This is of critical interest in the context of our data, as the SGK1 axis lies downstream of mineralocorticoid receptor signaling via transcriptional regulation.

We acknowledge several limitations in our study. While bulk RNA sequencing is valuable in identifying perturbed pathways through differences in gene expression, it does not account for the complex cellular composition of cardiac tissue and the changes therein that ultimately affect gene expression. Future experiments assessing transcription at the single-cell level in the heart of obese animals may yield interesting information on the role of different cardiac cells in mediating AF pathogenesis. Human obesity is often associated with hypertension and hypertensive heart disease, but we did not find any evidence of either with tail cuff BP and with echocardiographic assessment of BP. We concede that these approaches have their limitations and may not be as sensitive as cardiac MRI, strain imaging, and/or invasive radio telemetry (76, 77). However, we suspect that the short duration of HFD feeding may not result in increased afterload and that the cardiomyocyte-specificity of SGK1 knockdown would minimize any possible confounding effects of hypertension or vascular resistance in our study. At first glance, it would seem that the stark differences in AF inducibility caused by SGK1 inhibition are incompletely explained by the less pronounced mechanistic differences. We propose that SGK1 inhibition, through its pleiotropic effects, decreases AF susceptibility via multiple contributory mechanisms. Another limitation innate to rodent studies of AF is that a “positive” finding typically represents very brief (on the order of seconds) episodes of atrial tachyarrhythmia that are induced in vivo; i.e., these episodes are neither spontaneous nor sustained. We would argue that mouse models of AF are reasonable models of the substrate, with the trigger provided by pacing/stimulation. Finally, pharmacological inhibition of endogenous SGK1 in this model would have provided complementary data to augment our hypothesis that SGK1 inhibition may be a novel approach to obesity-related AF, but poor bioavailability, potency, and specificity of commercially available SGK1 inhibitors currently limit their utility.

In summary, this study suggests that targeting of SGK1 should be further investigated for its therapeutic potential in obesity-related AF. Through bulk RNA sequencing, we reveal the marked effects of obesity on the atrial transcriptome and describe a number of paths that may lead from obesity to AF beyond ion channel alterations. Notably, SGK1 activity seems to be required for many of these proarrhythmic pathways, suggesting a central role for this kinase in obesity-related AF, and thus making inhibition a potentially attractive target for intervention. Future work will include assessing the role of SGK1 inhibition in other AF-related stressors known to activate SGK1 signaling, such as hypertension, and assessment of pharmacologic SGK1 inhibition.

## Methods

The Supplemental Methods section includes detailed descriptions of the following procedures/techniques: transthoracic echocardiography, tail cuff blood pressure, IPGTT, immunoblotting, flow cytometry, histology and fibrosis quantification, and cytokine ELISAs. The RNA-sequencing data have been uploaded to the NCBI Gene Expression Omnibus database with free accessibility (accession GSE211229).

### Animal studies.

SGK1 DN and CA mice were generated as previously described, with cardiac specific expression of a CA (S422D) or DN (K127M) SGK1 transgene driven by the α-myosin heavy chain promotor (30). Cardiac specificity was confirmed by immunoblotting for an incorporated hemagglutinin epitope tag (Supplemental Figure 7A). Transgene-carrying mice were bred with WT C57BL/6J mice (obtained from The Jackson Laboratory) to generate litters of transgenic and WT mice. Mice were genotyped by PCR for the presence of the transgene using tail DNA and the following primers, obtained from Eton Bioscience Inc.: forward 5′-GGTAGCAATCCTCATCGCTTTC-3′, reverse 5′-CTTCAGGGTGTTTGCATGCA-3′ (Supplemental Figure 7B). Starting at 6 weeks of age, the SGK1 DN and WT littermates were fed an HFD (Research Diets D12492, 60% fat by calories) for at least 10 weeks and up to 14 weeks until body weight was at least 34 g. The weight cutoff was approximately the 95th weight percentile among mice fed a control diet and was used to exclude mice that may be resistant to diet-induced obesity (78). Lean mice were fed a standard control chow. Electrophysiology studies were performed under general anesthesia and terminated with extraction of the heart. Optical mapping and biochemical analyses required heart extraction, which was performed under deep anesthesia.

### Transthoracic echocardiography.

Transthoracic echocardiograms were performed in anesthetized mice using a Vevo 3100 high-resolution Imaging System coupled to an MX250s ultra-high frequency linear array transducer (15–30 MHz, center transmit: 21 MHz, axial resolution: 75 μm) (both FUJIFILM VisualSonics) as described previously (79, 80). A detailed description is available in the Supplemental Methods section.

### Electrophysiology studies.

Electrophysiology studies were performed under general anesthesia induced by administering 5% isoflurane driven by an oxygen source into an induction chamber. Anesthesia was subsequently maintained with 1% to 2% isoflurane in 95% O_2_. A warming blanket was used to maintain a rectal temperature of 35°C to 37°C to avoid hypothermia. An octapolar catheter (EPR-800, Millar) was inserted into the right jugular vein and positioned in the right atrium and ventricle; the position was ascertained with continuous monitoring of the intracardiac electrograms. Sinus node function was determined by measuring the SNRT following 30 seconds of pacing at 3 cycle lengths (120, 100, and 80 ms). The Wenckebach cycle length was determined with progressively faster atrial pacing rates. Atrial, ventricular, and AV nodal refractory periods were measured using programmed electrical stimulation with overdrive pacing trains at 100 ms followed by single extrastimuli. Retrograde conduction Wenckebach cycle length was measured by pacing at progressively faster ventricular pacing rates. Provocative testing for arrhythmia induction was performed with double extrastimuli (S1-S2-S3) at 2 S1 cycle lengths (120 and 100 ms) and progressively decreasing S2 and S3 to 10 ms. Additionally, rapid burst pacing was performed at gradually faster rates (starting at 50 ms) to a pacing cycle length of 20 ms and lasting 3 seconds and 6 seconds. AF was defined as a rapid atrial rhythm with atrial rate greater than ventricular rate and irregular ventricular response (R-R intervals). The duration of AF was measured from the end of the pacing train to the end of the rapid atrial activity. Mice were considered inducible if they had at least 1 episode of AF longer than 1 second.

### Telemetry.

Continuous ambulatory monitoring in obese WT and SGK1 DN mice was achieved with implanted wireless telemetry devices (ETA-F10 transmitter, Data Sciences International) as previously described (81). Under general anesthesia, telemetry devices were implanted into the abdominal cavity, and electrodes were tunneled to a modified lead II position. Telemetry recordings were performed continuously for 3 months. Data analysis was performed using LabChart 8 (AD Instruments).

### Optical mapping.

Isolation and perfusion of the heart were performed as previously described (82, 83). Briefly, the mouse was anesthetized using isoflurane, the heart was excised and perfused via an aortic cannula, and the cannulated heart was perfused with a modified Tyrode solution (128.2 mM NaCl, 4.7 mM KCl, 1.19 mM NaH_2_PO_4_, 1.05 mM MgCl_2_, 1.3 mM CaCl_2_, 20.0 mM NaHCO_3_, 11.1 mM glucose; pH 7.35 ± 0.05) using a Langendorff perfusion setup. Blebbistatin (10 mM, Tocris Bioscience, Bio-Techne) was used to arrest cardiac motion. The heart was stained for 30 minutes with a voltage-sensitive dye (di-4-ANEPPs, 2 mmol/L in dimethyl sulfoxide, obtained from Invitrogen). Custom-made epicardial platinum electrodes and a Medtronic stimulator were used to pace the heart. Pacing was performed at 60 to 120 ms cycle lengths at twice the capture threshold (4 ms square wave stimuli). A halogen light source (X-Cite 150 W, filtered at 520 ± 45 nm) was used to excite fluorescence. Emissions greater than 610 nm were collected and focused onto an 80 × 80 charge-coupled device camera (RedShirt Imaging SMQ Camera and Macroscope IIA) using a 50 mm original magnification ×2.7 lens (numerical aperture 0.4). Data sampling was performed at 2000 frames per second with a filter setting of 1 kHz. A specifically designed Matlab program was used to perform data analysis in order to generate conduction velocities and APD at 50%, 70%, and 90% repolarization.

### Cardiomyocyte isolation.

Mice were anesthetized as described above and injected intraperitoneally with 0.2 cc heparin. Hearts were then dissected and mounted on a Langendorff system (Radnoti) via aortic cannulation. Hearts were perfused with Ca^2+^-free normal Tyrode’s solution containing NaCl 137 mM, KCl 4 mM, MgCl_2_ 1 mM, HEPES 10 mM, NaH_2_PO_4_ 0.33 mM, taurine 5 mM, and dextrose 10 mM (pH 7.4), followed by the same perfusion buffer containing collagenase D and B (0.48 mg/mL and 0.36 mg/mL, respectively; both from Roche) and protease XIV (0.06 mg/mL; MilliporeSigma) at 37˚C. After enzymatic digestion, the LA appendage was dissected into Kraftbrühe buffer containing KCl 25 mM, KH_2_PO_4_ 10 mM, dextrose 20 mM, dl-aspartic acid potassium salt 10 mM, BSA 0.1%, l-glutamic acid potassium salt 100 mM, MgSO_4_ 2 mM, taurine 20 mM, EGTA 0.5 mM, creatine 5 mM, and HEPES 5 mM (pH 7.2). Single LA cardiomyocytes were dispersed by triturating the digested tissue and seeded on laminin-coated 8 mm coverslips. After 1-hour incubation at 37°C in a 5% CO_2_ incubator, cardiomyocytes were treated with a gradually increased Ca^2+^ concentration from 0.06 mM to 1.2 mM in normal Tyrode’s solution at room temperature (RT).

### Patch-clamping.

Sodium currents (*I_Na_*) were recorded by whole-cell patch-clamp techniques in isolated murine LA cardiomyocytes at RT using an established protocol (84). Borosilicate-glass electrodes with tip resistances 1.5 to 3 MΩ were filled with pipette solution. For *I_Na_* recordings, pipette solution contained CsCl 135 mM, NaCl 10 mM, CaCl_2_ 2 mM, EGTA 5 mM, HEPES 10 mM, MgATP 5 mM (pH 7.2 with CsOH); bath solution contained NaCl 50 mM, CaCl_2_ 1.8 mM, MgCl_2_ 1 mM, CsCl 110 mM, dextrose 10 mM, HEPES 10 mM, and nifedipine 0.001 mM (pH 7.4 with CsOH). Currents were low-pass-filtered at 5 kHz with an Axopatch 200B amplifier and digitized at 10 kHz with a Digidata 1440A A/D converter. The *I_Na_* was obtained with 50 ms depolarizations (–100 mV to +40 mV) from a holding potential of –120 mV at 0.1 Hz. Data were recorded with Clampex 10.3 and analyzed with Clampfit 10.3 (Molecular Devices). Cell capacitance and series resistance were compensated by about 70%. Leakage compensation was not used. Currents were normalized to cell capacitance. (Obese SGK1 WT, 56 ± 7 pF, *n* = 7; obese SGK1 DN, 56 ± 4 pF, *n* = 8; *P* = NS.) The *I_Na_* reversal potential was derived by linear regression of the positive slope of the current-voltage relation: SGK1 WT, 37 ± 7 mV, SGK1 DN, 44 ± 7 mV; both were close to the Na^+^ reversal potential by the Nernst equation (~40 mV).

### RT-qPCR of RNA.

Tissue samples were snap-frozen and then lysed using a Tissue Lyser (QIAGEN) in TRIzol (Thermo Fisher Scientific) followed by RNA extraction. A total of 500 ng of RNA was reverse-transcribed using the High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). RT-qPCR was conducted with SsoAdvance Universal SYBR Green (Bio-Rad) using a QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific). Quantification of all target gene expression was normalized to β-actin. Primers for genes of interest are presented in Supplemental Table 9.

### RNA sequencing.

RNA isolation and reverse transcription were carried out as described above. Three samples each of lean and obese mouse atria were used to extract RNA, and quality was assessed with the RNA 6000 Pico assay kit using the Agilent Bioanalyzer. Sequencing-ready cDNA libraries were prepared using the NEBNext Ultra RNA Directional Library Prep Kit for Illumina following the manufacturer’s protocol. Bioanalyzer traces were used to confirm library size distribution. The libraries were quantified by quantitative PCR using the KAPA Library Quantification Kit (Roche) and then sequenced as single-end 50 bp reads on an Illumina HiSeq 2000 in high-output mode.

The raw sequence image files from the sequencer were converted to the fastq format and checked for quality to ensure the sequencing quality scores did not deteriorate at the read ends. Useful metrics, such as the per-base sequence quality, per-base sequence content, per-base N content, sequence length distribution, adapter and k-mer content, and sequence duplication levels, were collected for each sequencing run using fastqc (85). At this stage, any samples that did not pass QC were flagged and investigated later. The fastq files were then aligned to the mouse genome (GRCm38, ENSEMBL version 79) using STAR (86) aligner. The alignment files in the form of bam files were indexed for the ability to view them on Integrative Genome Viewer (87). Alignment statistics, such as average read length, percentage of uniquely mapped reads, percentage of multi-mapped reads, and number of splice junctions, were collated. Only reads that were uniquely mapped were considered for read annotation to gene features. Reads were annotated with the ENSEMBL 79 gene transfer format (gtf) file using *S*almon (88). Salmon provides both read counts and transcripts per million reads for each gene feature in the ENSEMBL gtf. The R package DESeq2 (89) was used for differential gene expression analysis. Genes were considered differentially expressed if they were upregulated by log_2_FC > +1 or downregulated by log_2_FC < –1 with an FDR < 0.05 (FC, fold change of average counts per million; FDR, false discovery rate).

Pathway analysis was performed using GSEA (90, 91) (GSEA preranked mode) using the KEGG pathway database. For all genes included in the differential expression analysis using DESeq2 (previously described), a metric was computed as the product of log_2_FC and –log_10_(*P* value). The genes were ranked by this metric, resulting in the most significantly overexpressed genes at the top of the list and the most significantly underexpressed genes at the bottom. A “running sum” statistic was calculated for each gene set in the pathway database, based on the ranks of the members of the set, relative to those of the nonmembers. The enrichment score (ES) was defined as the maximum sum of the running sum, and the genes that made up this maximum ES contributed to the core enrichment in that pathway. All pathways with an FDR < 0.25 were considered significant.

### Statistics.

Data are reported as mean ± SD, unless specifically noted otherwise. All statistical analyses were conducted with GraphPad Prism software. Animal group sizes were as low as possible. Categorical variables with binary outcomes were compared with Fisher’s exact test. The Shapiro-Wilk test of normality was utilized, and normality was rejected for *P* < 0.01. For a comparison of 2 groups, a 2-tailed Student’s *t* test (for normally distributed data) or a 2-tailed Mann-Whitney *U* test (where normality was rejected) were used to determine statistical significance. One-way ANOVA was performed, followed by post hoc Dunnett’s test, for comparisons of 3 normally distributed groups. For comparisons of 3 groups where normal distribution could not be assumed, a Kruskal-Wallis test was performed, and if significant, post hoc Dunn testing was performed. A *P* < 0.05 was used to denote statistical significance.

### Study approval.

All studies were approved by the Institutional Animal Care and Use Committee at Massachusetts General Hospital and were in accordance with the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

## Author contributions

AB, SD, and DM conceived the studies; AB, MN, AR, PTE, SD, and DM designed the experiments; AB, GL, LX, AY, MH, JG, MY, MJS, YI, JT, and XY performed the experiments; AB, GL, LX, AY, and MH analyzed the data; and AB, SD, and DM wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
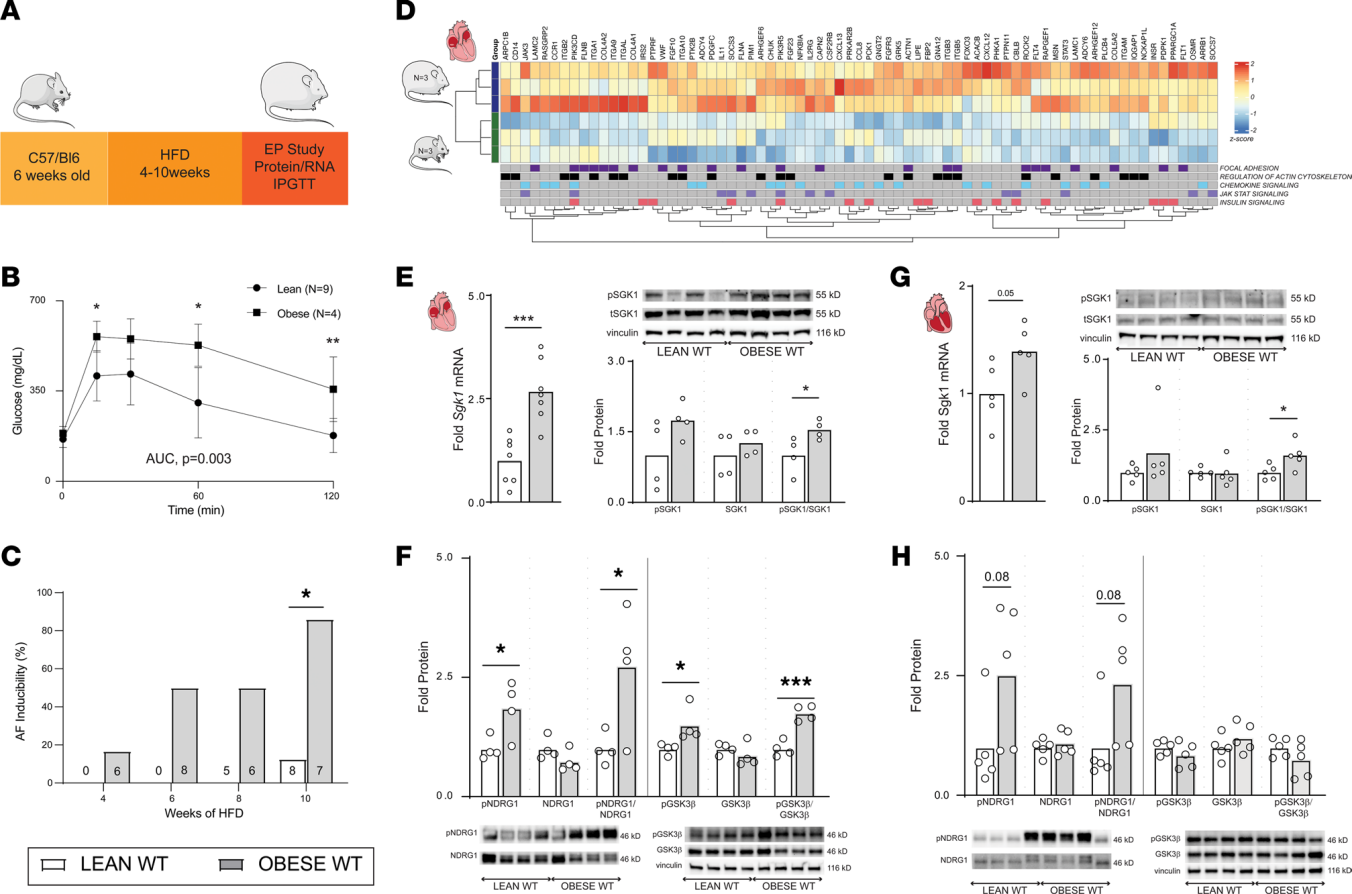
Diet-induced obesity results in increased AF inducibility and is associated with upregulation of SGK1 signaling. (**A**) Schematic of HFD feeding in WT mice to generate obese WT mice. IPGTT, intraperitoneal glucose tolerance testing. (**B**) Glucose levels after glucose tolerance test in lean and obese mice. (**C**) AF inducibility in lean and obese mice after specified period of feeding control or HFD chow. (**D**) Heatmap derived from RNA-sequencing data demonstrating GSEA core enriched genes in SGK1-related pathways (FWER *P* < 0.05) that are differentially expressed (nominal *P* < 0.05). (**E**) Atrial *Sgk1* mRNA expression in obese versus lean mice (left) and expression of phosphorylated (pSGK1), total SGK1 protein, and ratio as quantified by Western blotting (right). (**F**) Ventricular *Sgk1* mRNA expression in obese versus lean mice (left) and expression of pSGK1, total SGK1 protein, and ratio as quantified by Western blotting (right). (**G**) Atrial expression of SGK1 phosphorylation targets NDRG1 and GSK3β in obese versus lean mice. The NDRG1 and GSK3β blots were from the same gel and so share a vinculin loading control. (**H**) Ventricular expression of SGK1 phosphorylation targets NDRG1 and GSK3β in obese versus lean mice. The NDRG1 and GSK3β blots were from the same gel and so share a vinculin loading control. For all parts of Figure 1, unpaired Student’s *t* test. *P < 0.05, **P < 0.01, and ***P < 0.001. Number of mice in each group provided in the legend or bar graph or represented by the number of dots in individual figure.

**Figure 2:**
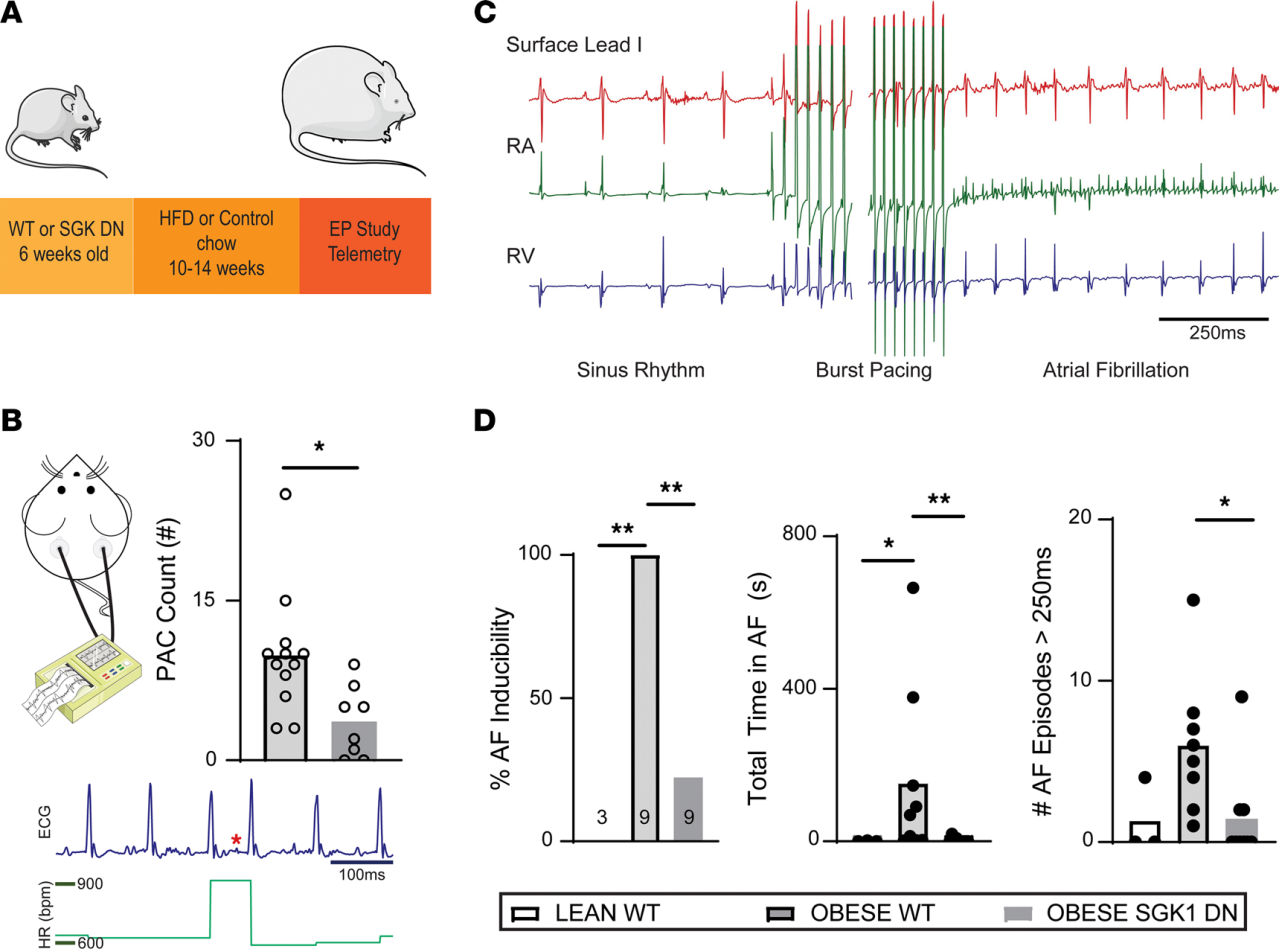
SGK1 DN mice are protected from obesity-induced AF. (**A**) Schematic of mouse model used in these studies. (**B**) Frequency of premature atrial complexes (PACs) recorded during continuous telemetry recordings over an 8-hour period. Below the quantified plot is a representative telemetry tracing; the red star identifies an ectopic atrial P wave; and the dark blue scale bar is 100 ms. The green plot graphs heart rate (bpm) during the tracing of interest. Unpaired Student’s *t* test. *P < 0.05. (**C**) Example surface EKG and intracardiac tracing showing pacing-induced AF. (**D**) AF inducibility, by percentage inducible, of lean and obese mice (left); total summed duration of all AF episodes during each electrophysiology study (middle); and number of episodes of induced AF > 250 ms in duration by mouse (right). Fisher’s exact test for AF inducibility and Kruskal-Wallis test with post hoc Dunn’s test for duration/burden. *P < 0.05, **P < 0.01. Number of mice in each group is provided in bar graph or represented by the number of dots in individual figure.

**Figure 3:**
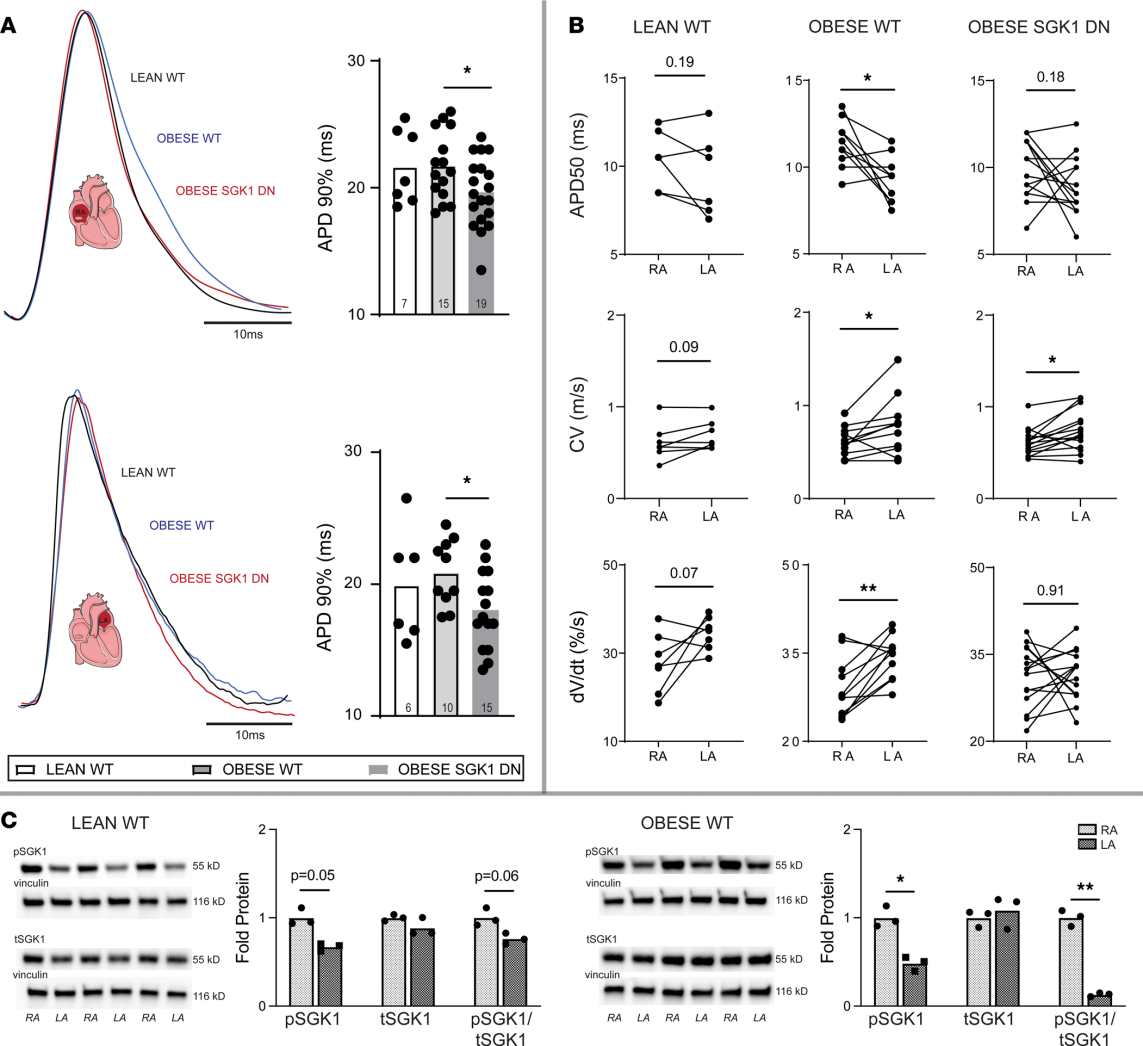
Atrial electrophysiologic effects of SGK1 genetic inhibition on obese mice. (**A**) Right (upper) and left (lower) atrial APD90 in lean and obese WT and obese SGK1 DN mice. Tracings show representative optical AP tracings. One-way ANOVA, Dunnett’s test. *P < 0.05. (**B**) Interatrial differences in APD50 (top), CV (middle), and upstroke velocity (*dV/dt*, bottom) in lean WT (left), obese WT (middle), and SGK1 DN (right) mouse atrial chambers. Paired Student’s *t* test. *P < 0.05, **P < 0.01. (**C**) Representative blots and quantification of right atrial (RA) and left atrial (LA) expression of phosphorylated SGK1, total SGK1, and the ratio of phosphorylated to total SGK1 (pSGK1/tSGK1) in lean (left) and obese (right) atria. Paired Student’s *t* test. *P < 0.05, **P < 0.05. Number of mice in each group is represented by the number of dots in individual figure.

**Figure 4:**
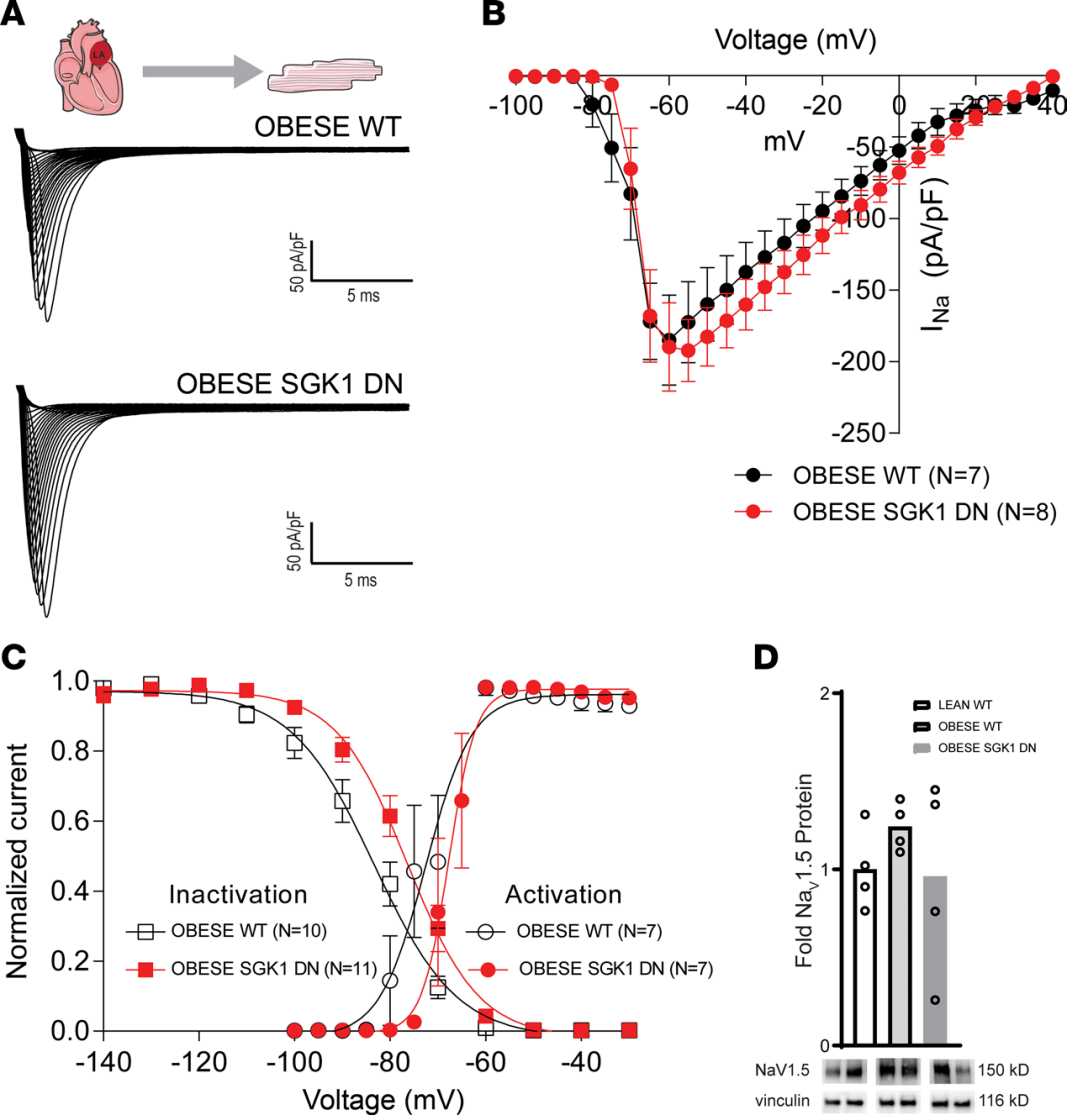
Effect of SGK1 genetic inhibition on *I_Na_* in obese LA cardiomyocytes. (**A**) Example *I_Na_* recordings from isolated LA cardiomyocytes of obese WT and SGK1 DN mice. (**B**) Current-voltage relations in WT (black) and SGK1 DN (red) isolated left atria. (**C**) *I_Na_* activation-inactivation voltage dependences for WT (black) and SGK1 DN (red) LA cardiomyocytes, demonstrating a rightward depolarizing shift in the SGK1 DN myocytes. (**D**) Atrial expression of Na_V_1.5 subunit with representative blots below. In **B** and **C**, data depicted as mean ± SEM. Number of mice in each group provided in legend or represented by the number of dots in individual figure.

**Figure 5:**
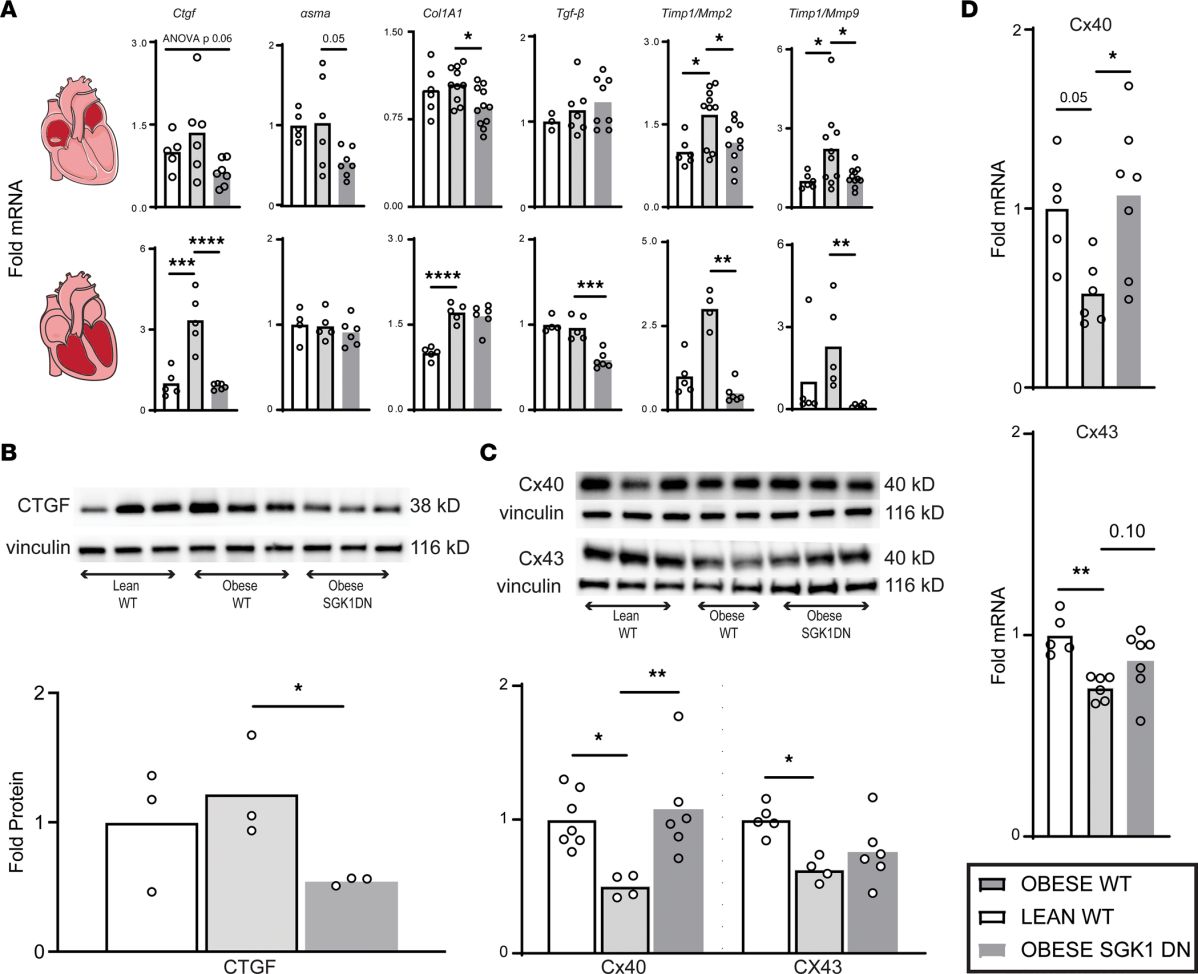
SGK1 genetic inhibition prevents obesity-induced atrial fibrotic signaling. (**A**) Expression of fibrosis-related genes in lean and obese atria and ventricles. One-way ANOVA, Dunnett’s test or Kruskal-Wallis, Dunn’s test (only LV *Timp1*/*Mmp2*, LV *Timp1*/*Mmp9*). *Timp1*, tissue inhibitor of matrix metalloproteinase 1. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**B**) Atrial CTGF protein expression with representative blots. One-way ANOVA, Dunnett’s test. *P < 0.05. (**C**) Connexin protein expression measured by Western blot, with representative blots. One-way ANOVA, Dunnett’s test. *P < 0.05, **P < 0.01. (**D**) Expression of connexin 40 (above) and 43 (below) mRNA transcripts. One-way ANOVA, Dunnett’s test. *P < 0.05, **P < 0.01. Number of mice in each group is represented by the number of dots in individual figure.

**Figure 6:**
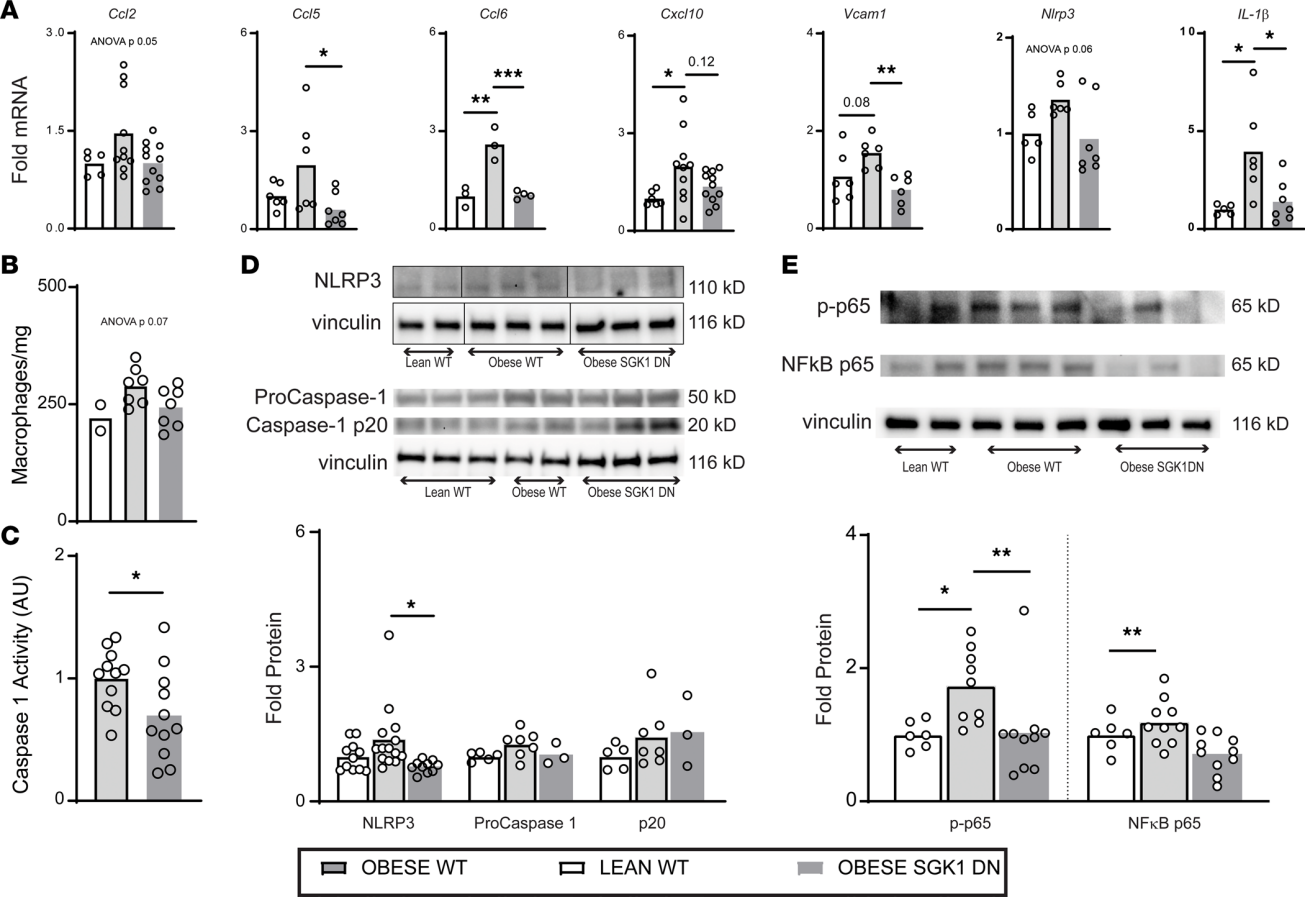
SGK1 genetic inhibition prevents obesity-induced atrial inflammatory signaling. (**A**) Atrial inflammatory gene transcript levels. One-way ANOVA, Dunnett’s test. *P < 0.05, **P < 0.01, ***P < 0.001. (**B**) Atrial macrophage content in lean and obese atria as measured by flow cytometry. One-way ANOVA. (**C**) Caspase-1 activity in obese atrial tissue as measured with a commercially available assay. Unpaired Student’s *t* test. *P < 0.05. (**D**) Western blots of atrial NLRP3 and caspase subunits with quantification below. One-way ANOVA, Dunnett’s test. *P < 0.05. (**E**) Western blots of atrial NF-κB subunit p65 and its phosphorylated isoform with quantification below. One-way ANOVA, Dunnett’s test. *P < 0.05, **P < 0.01. Number of mice in each group is represented by the number of dots in individual figure.

**Figure 7:**
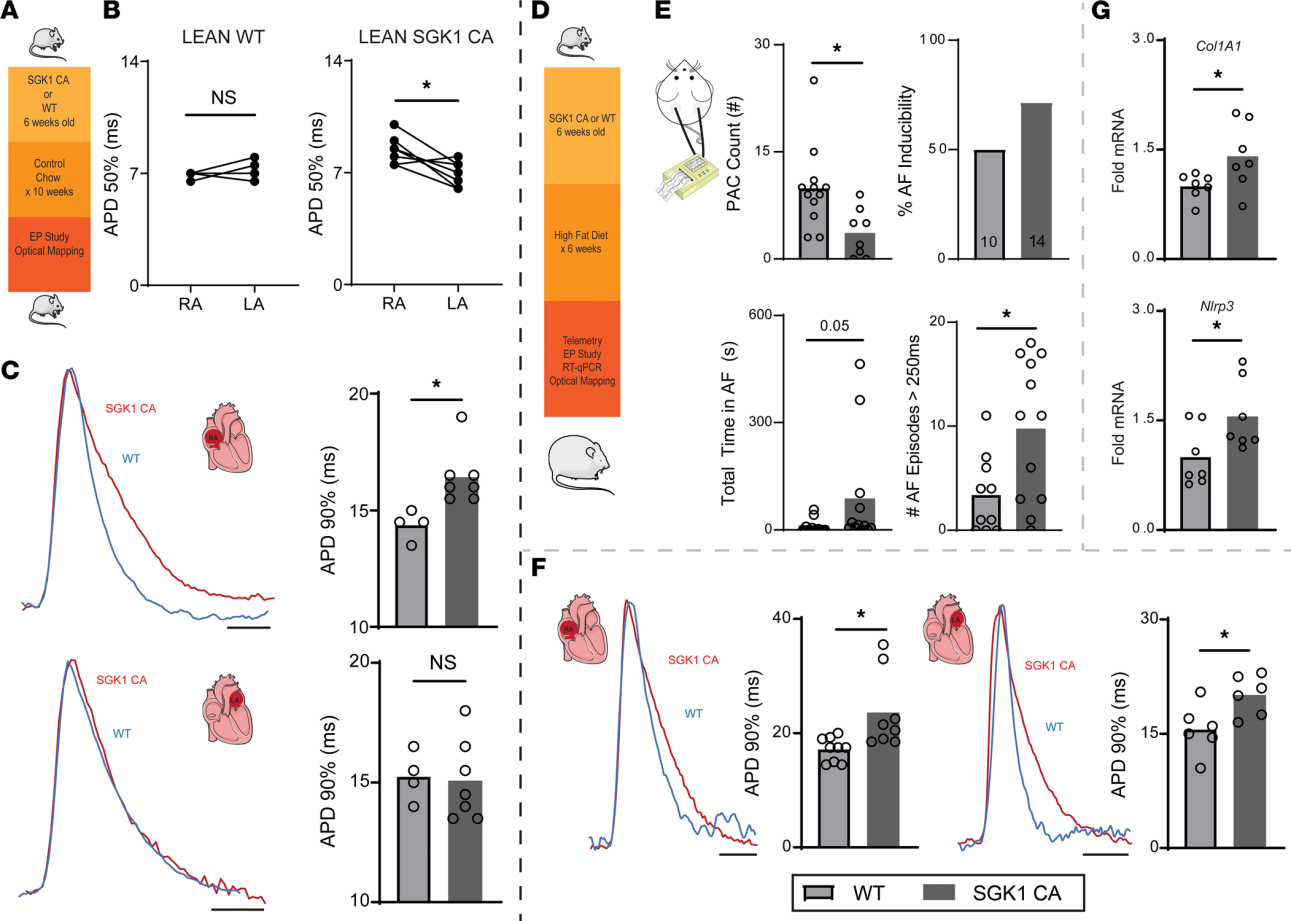
Constitutive SGK1 activation may increase susceptibility to obesity-induced AF. (**A**) Lean SGK1 CA and lean WT littermates were studied with electrophysiology studies and optical mapping. (**B**) Inter-atrial difference in APD50 in SGK1 CA atria. Paired Student’s *t* test. *P < 0.05. (**C**) Optical mapping–derived APD90 in right (top) and left (bottom) atria with representative AP tracings. Unpaired Student’s *t* test. *P < 0.05. (**D**) SGK1 CA and WT mice were fed an HFD for 6 weeks and then underwent electrophysiologic and biochemical studies. (**E**) Electrophysiologic assessment of WT and SGK1 CA mice fed HFD for 6 weeks with telemetry for PAC quantification (top left) and invasive electrophysiologic studies to determine AF inducibility (>1 second) (top right), total AF burden during electrophysiology study (bottom left), and total number of AF episodes > 250 ms (bottom right). *P* values obtained with unpaired Student’s *t* test for PAC count, Fisher’s exact test for AF inducibility, and Mann-Whitney test for AF burden and frequency. *P < 0.05. (**F**) Optical mapping–derived APD90 in right (left) and left (right) atria with representative AP tracings. Unpaired Student’s *t* test. *P < 0.05. (**G**) qRT-PCR–derived expression of *Col1A1* and *Nlrp3* atrial tissue. Unpaired Student’s *t* test. *P < 0.05. Number of mice in each group provided in bar graph or represented by the number of dots in individual figure.

**Table 1:**
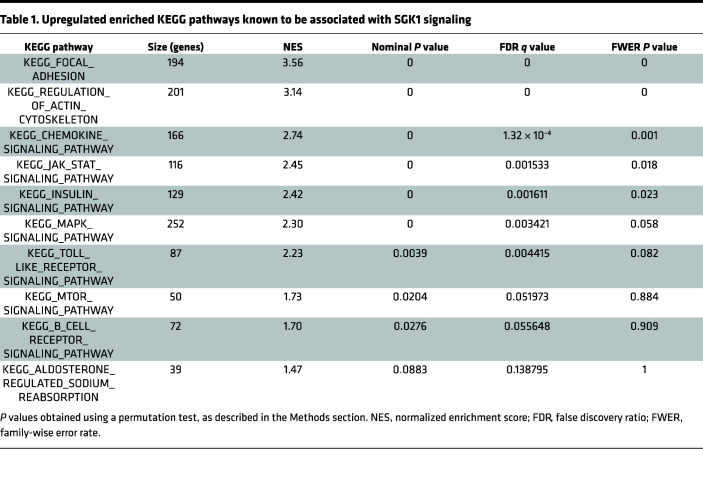
Upregulated enriched KEGG pathways known to be associated with SGK1 signaling

**Table 2:**
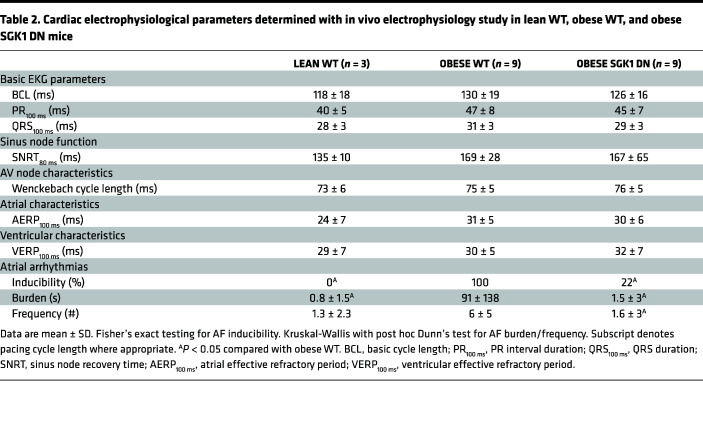
Cardiac electrophysiological parameters determined with in vivo electrophysiology study in lean WT, obese WT, and obese SGK1 DN mice

**Table 3:**
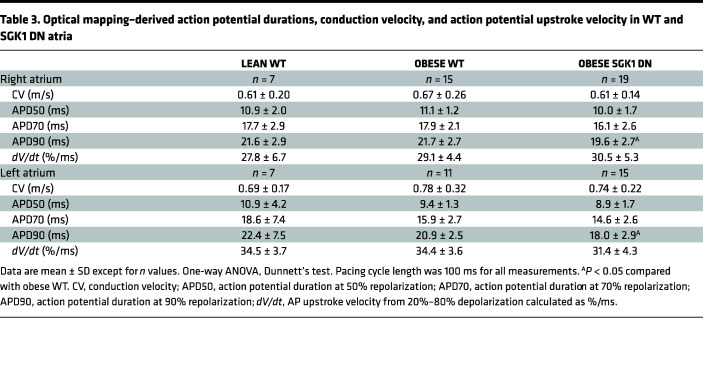
Optical mapping–derived action potential durations, conduction velocity, and action potential upstroke velocity in WT and SGK1 DN atria

How the deposited data were processed for this re-analysis (not part of the article)

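Atrial RNA of 3 mice on the HFD and 3 on the control diet, 10 weeks on the diet from 6 weeks of age, was sequenced by the authors. The condition of each sample was taken from its title, which matches the column names of the deposited table, while the treatment field of the labels gives the opposite diet for all 6 samples. The authors aligned the reads with STAR to GRCm38, kept uniquely mapped reads, assigned them to Ensembl genes with Salmon and compared the groups with DESeq2. The deposited signal per gene and sample is the authors' read count divided by one DESeq2 size factor per sample, called normalized counts here. The authors also deposited the log2 fold change of each gene with its standard error, the p-value and the adjusted p-value of the DESeq2 Wald test, and 2 scores, the Wald statistic and the metric used to rank genes. These columns are the authors' and were only compared with the values computed here.

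The deposited values are normalized, while the design fixed in advance assumed that counts might be given. As that design provides for normalized values, the groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend) on log2(normalized count + 1), for genes with a mean of at least 10 over the 6 samples, with Benjamini-Hochberg adjustment and a threshold of 0.05. All 6 samples entered the fit, without covariates. Genes were named from the GENCODE names of GRCm38, which matched 42462 of the 43432 gene identifiers (97.8%), and otherwise by the name in the deposited table. The counts of reads were recovered by dividing each sample's values by its smallest positive value, which gave whole numbers for 100% of the values in each sample. Totals ranged from 15874251 to 28971508 reads, and 3 reads were taken as the smallest signal. For obese mouse 1 the size factor is so close to 1 that its values nearly equal the reads. Genes that share reads with a near-identical copy are uncertain, and the use of strand in the counting is not stated.

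Panels of genes were tested with limma's camera, with the inter-gene correlation set to 0.01 and the same variance trend as the gene test, for 24 of 31 panels with at least 3 genes tested, and a panel's score in a sample is the mean log2 value of its genes. Single genes and scores also have a two-sided exact permutation test, whose smallest p with 3 mice against 3 is 0.1. The genes named are those the paper names for this experiment, with at most 3 per pathway of Fig. 1D, those of the panels, and in each direction the 5 genes with the smallest adjusted p among those past the threshold whose groups do not overlap.

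The alternatives were quantile normalization, limma without a variance trend, no filter beyond a value above 0 in at least 1 sample, a minimum of 10 in every sample, mitochondrial genes left out before normalization, the replicate number as a block, each mouse left out in turn, a pseudocount of 0.1, the fold change criterion of the paper's methods and, for panels, an estimated correlation between genes. The replicate numbers come from the sample titles, where mice 1 to 3 of the 2 diets are different animals. After seeing the data, edgeR 4.0.16 (quasi-likelihood test with TMM normalization or with RLE size factors) and DESeq2 1.42.0 were run on the recovered reads. The limma test was tested on simulated data, in which 200 genes were changed by known fold changes and 15105 genes were tested. It recovered 182 of them (91%) and called 6 unchanged genes. DESeq2 recovered 184 and called 19 unchanged genes among 15275. The simulated genes were drawn independently, with a dispersion set by their mean expression alone. Only well-expressed genes were changed, each by at least 2-fold. These shares need not hold for the real data, where genes of like expression differ in variance and many changes are smaller. The KEGG gene sets of the paper's pathway analysis were not used here.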

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

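The results here are differences between obese and lean atria in genes the paper does not discuss. The tests of adipose tissue by within-group spread, of time of day, of ventricular tissue and of sex, and the comparison with other splits for the number of genes, were set before the data were examined, and the tests of GC content, of depth, of the adipocyte or the ventricular score or random values as a covariate, of brown fat genes, of other splits for the number of panels and of the adipocyte score in relation to Ucp1 were chosen only after the results were seen, the last one when the values it uses were already known.

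Of the 5 higher and the 5 lower genes with the smallest adjusted p in their direction, none is discussed in the paper's text. The log2 fold changes were 5.08 for Angptl4, 2.32 for Cdkn1a, 2.74 for Mt2, 3.15 for Pdk4, 1.33 for Slc25a22 among the higher genes and -1.08 for Sbk2, -1.17 for Cilp2, -0.97 for Rbm3, -1.19 for Igfbp3, -1.46 for Dbp among the lower genes, each with the 3 obese mice on one side of the 3 lean mice. The number of genes they belong to, 114, was reached by 1 of the 4 splits of the 6 samples that part all 3 same-numbered pairs, the real split itself. The other 3 of these gave 0 genes with an adjusted p under 0.05, with between 333 and 1435 at an unadjusted p under 0.05. The remaining 6 of the 10 splits, which part 1 pair, gave at most 1 gene. So few splits cannot show a share under 0.05.

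Several technical explanations for the number of genes were tested. After correction of each sample for the GC content of the transcripts, 130 genes had an adjusted p under 0.05, 105 of them among the 114, so GC content does not account for it. After thinning the reads of lean mouse 2 to the mean total of the other mice, there were 107 genes, 106 of them among the 114. Xist reached at most 8.9 normalized counts in any sample while the Y chromosome genes were expressed in all 6, so the groups did not differ in sex. Adipose tissue carried over with the atria remains open. The within-group spread of the 10 adipocyte genes lay at percentile 100.0 of 10000 random gene lists matched on mean expression, and with the adipocyte score as a covariate 46 genes had an adjusted p under 0.05, 40 of them among the 114. At an unadjusted p under 0.05 there were 2206 genes with this covariate, against 1864 without it. Of 100 random covariates unrelated to the mice, which gave a median of 60.5 genes with an adjusted p under 0.05, 43 gave as few as the adipocyte score, so this fall says nothing about adipose tissue. At an unadjusted p under 0.05 the random covariates gave a median of 1673.5 genes. As many as with the adipocyte score came with 9 of the 100, so the rise is less common but does not settle the question. Only 2 genes of the 2 adipocyte panels were among the 114.

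The 4 ventricular myocyte genes tested did not differ between the groups as a set (adjusted p = 0.478 from limma's camera), but lean mouse 2 lay apart, with a mean log2 value of 9.03 for these genes against 7.71 to 8.31 in the other mice. Without this mouse, 14 genes had an adjusted p under 0.05, but without lean mouse 3, which had the lowest score, there were 19. With the ventricular score as a covariate there were 50 genes, 44 of them among the 114, and 1576 at an unadjusted p under 0.05. As few genes came with 45 of the 100 random covariates, so whether uneven ventricular tissue bears on the number of genes cannot be told.

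The clock genes moved in opposite directions. The genes of the Bmal1 phase had a mean log2 fold change of 0.48 (adjusted p = 0.000624 from limma's camera, 5 of 5 genes higher) and those of the Dbp phase one of -0.43 (adjusted p = 0.0015, 3 of 8 genes higher). The log2 fold changes were 0.60 for Arntl and 0.75 for Nfil3, and -0.76 for Tef, -0.83 for Hlf and -0.74 for Per3 beside that of Dbp, while Nr1d1, Nr1d2, Per2 and Ciart did not differ at an unadjusted p under 0.05. The difference between the 2 panels was 0.92 on the log2 scale, the largest of the 10 splits of the samples (two-sided exact permutation p = 0.1, the smallest possible). A candidate explanation is a different time of day at tissue collection for the 2 groups, which the paper's text does not give. It cannot be told apart from an effect of the diet on the clock. 1 gene of these panels was among the 114, so the clock genes themselves make up little of that number.

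Glucocorticoid-responsive genes were higher in obese atria, with a mean log2 fold change of 0.98 (adjusted p = 1.22e-10 from limma's camera, 10 of 11 genes higher). Besides Mt2, Mt1 had a log2 fold change of 1.44 and Fkbp5 one of 1.50. Endothelial genes had a mean log2 fold change of 0.20 (adjusted p = 0.0208, 6 of 6 genes higher) and atrial myocyte genes one of -0.40 (adjusted p = 0.0014, 0 of 6 genes higher). For each of these 3 panels the scores of the obese and lean mice did not overlap. Macrophage genes were higher too (mean log2 fold change 0.31, adjusted p = 0.0017 from limma's camera, 8 of 9 genes higher). Fibroblast genes were lower (-0.22, adjusted p = 0.0268 from limma's camera, 0 of 5 higher), as were cardiomyocyte genes (-0.29, adjusted p = 0.0272 from limma's camera, 1 of 6 higher). The scores of these last panels overlapped between the groups. The number of panels past the threshold was 14, and of the 4 splits parting all pairs only the real one gave as many. Another of these 4 splits gave 12 panels, so a panel past this threshold is weak evidence by itself. With the correlation between genes estimated for each panel, 0 panels had an adjusted p under 0.05 and 5 an unadjusted p under 0.05, which holds for the clock and brown adipocyte panels too. No technical explanation was tested for the glucocorticoid, endothelial, atrial myocyte, macrophage, fibroblast and cardiomyocyte panels on their own, and no biological one beyond the diet.

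The brown adipocyte panel was higher in obese atria, with a mean log2 fold change of 1.69 (adjusted p = 0.0014 from limma's camera, 3 of 4 genes higher). Ucp1 had 706, 173 and 745 normalized counts in the obese mice and 86.2, 5.48 and 15.3 in the lean mice, a log2 fold change of 4.43, and Cidea and Dio2 had log2 fold changes of 1.21 and 1.32. The adipocyte panel was higher too (mean log2 fold change 0.47, adjusted p = 0.00924 from limma's camera, 9 of 10 genes higher). Its scores overlapped between the groups, the lowest in obese mice minus the highest in lean mice being -0.80, so white adipose tissue is neither excluded nor shown as a source. Brown adipose tissue carried over with the atria may contribute and was not settled. Of 11 other brown fat genes, 5 had enough counts to be tested, and these did not differ as a set (adjusted p = 0.835 from limma's camera). By the test as first set this speaks against carry-over, and that too few genes had counts to decide it was judged after the result. The other 6 had mean normalized counts in obese and lean mice of 15.8 and 0.738 for Slc27a2, 7.41 and 2.24 for Cpn2, 10.7 and 8.29 for Tbx15, 0.34 and 1.11 for Zic1, 1.14 and 0 for Kng2 and 0 and 0 for Lhx8. Of these 6, Slc27a2 and Cpn2 were higher in all obese than in all lean mice (two-sided exact permutation p = 0.1 for each, the smallest possible), as was Elovl3 of the brown adipocyte panel, and the other 4 were not. Cited1, one of the 5 tested, was lower in all obese mice. The pattern cannot be told apart from carry-over of adipose tissue.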

How the results depend on the processing

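The comparisons with other splits for the genes of Fig. 1D and for the RT-qPCR genes, and the edgeR and DESeq2 tests on the recovered reads, were chosen only after the results were seen. The number of genes with an adjusted p under 0.05 was 114. It stayed within 1.5 times under quantile normalization (114), both other filters (135 and 137), normalization without mitochondrial genes (114), a pseudocount of 0.1 (111) and edgeR's quasi-likelihood test on the recovered reads (101 with TMM and 101 with RLE size factors). It was 0 without a variance trend in limma, with 1717 genes at an unadjusted p under 0.05, 69 with a log2 fold change beyond 1 as well, and 448 with DESeq2 on the recovered reads, where all 114 genes called by limma were called. Across the 6 fits that each left out one mouse it ranged from 14 to 342 genes, and 10 of the 114 genes were called in all 6. The highest count came without obese mouse 3 and the lowest without lean mouse 2.

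The Sgk1 log2 fold change of 0.28 kept its direction in all 16 alternatives. Its unadjusted p from limma was 0.06 with quantile normalization (log2 fold change 0.24, adjusted p = 0.435 from limma). Without a variance trend the unadjusted p was 0.0537 (log2 fold change 0.28, adjusted p = 0.455 from limma). In 4 of the 6 fits that left out one mouse it was also no longer under 0.05, from 0.051 to 0.0944. The log2 fold change in those 6 fits ranged from 0.22 to 0.32. The cause was not tested.

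The 65 genes of Fig. 1D that were higher with an unadjusted p under 0.05 stayed within 1.5 times in all alternatives, from 44 to 59 with one mouse left out. No other split of the 6 samples gave as many, so 1 of the 4 splits parting all pairs did, but the list was selected on these samples. Of the 18 genes measured by RT-qPCR, 3 had an adjusted p under 0.05, and of these 4 splits only the real one gave as many. Without a variance trend the number was 0, with 5 at an unadjusted p under 0.05, and with one mouse left out it ranged from 0 to 3, with at least 5 at an unadjusted p under 0.05. Of the panels, 14 had an adjusted p under 0.05, 0 with the correlation between genes estimated for each panel, where 5 had an unadjusted p under 0.05, and from 9 to 14 with one mouse left out. The causes were not tested.

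With the replicate number as a block, 157 genes had an adjusted p under 0.05 (101 of them among the 114), 64 genes of Fig. 1D were higher with an unadjusted p under 0.05, 3 RT-qPCR genes and 15 panels had an adjusted p under 0.05, and Sgk1 had a log2 fold change of 0.28 (adjusted p = 0.478 from limma, the unadjusted p no longer under 0.05). Mice with the same number are different animals, and their deviations from the group means had a mean correlation of 0.03 across genes, so the numbers show no pairing.

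Some genes with small differences changed direction. With one mouse left out, the log2 fold change ranged from -0.63 to 0.48 for Ccl2, -0.0426 to 0.42 for Nlrp3 and -0.15 to 0.21 for Tgfb1. Tgfb1, at -0.00354 in the limma fit, was also at 0.0116, 0.012 and 0.0135 with edgeR's TMM, edgeR's RLE and DESeq2. Over the 50 named genes other than Sgk1 and all alternatives, 677 gene values kept their direction and side of the threshold, 76 lost an adjusted p under 0.05, 36 gained one and 9 changed direction, all of them of Ccl2, Nlrp3 or Tgfb1. Nr1d1, Nr1d2 and Ciart, outside these genes, also changed direction with one mouse left out, from -0.0428 to 0.26, -0.25 to 0.15 and -0.0562 to 0.14. So did Mmp9, from -0.67 to 0.40. The depth limits genes with few reads, such as Il1b, with 5.6, 0 and 17.5 normalized counts in the lean mice.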

Differences from the paper's values

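The paper reports 444 differentially expressed genes, 279 higher and 165 lower in obese atria. The limma test of the normalized counts called 114 genes, 74 higher and 40 lower. Of the alternatives set before the data were examined, leaving out obese mouse 3 gave 342 genes, 218 higher and 124 lower, which is within 1.5 times of the paper's numbers. None of the others closed the gap, and their counts ranged from 0 genes without a variance trend (with 1717 at an unadjusted p under 0.05) to 157 with the replicate number as a block. The DESeq2 Wald test on the recovered reads, which was chosen after seeing the values, gave 448 genes, 283 higher and 165 lower, of which 442 are among the 444 of the authors' deposited table. DESeq2 is the tool the paper's methods name.

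The paper's methods also ask for a log2 fold change beyond 1 in either direction. In the authors' deposited table, 146 genes meet that criterion with an adjusted p under 0.05, 100 higher and 46 lower, and the paper's 444 genes are those with an adjusted p under 0.05 alone. The methods describe the metric for ranking genes as the product of the log2 fold change and the negative log10 of the p-value. In the authors' deposited table, the metric equals the sign of the log2 fold change times the negative log10 of the p-value for all 24667 genes with both, and the rank correlation of the 2 metrics across genes is 0.952.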

Other observations

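The tests of stress response genes, FOXO targets and Bmp10 below were chosen only after the results they bear on were seen, that of Bmp10 when its values were already known.

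The paper measured 18 genes by RT-qPCR in atria and does not state whether any of these came from the sequenced mice. In the sequenced atria all 18 were tested, 12 were higher and 6 lower in obese mice, 7 had an unadjusted p under 0.05, 5 an adjusted p under 0.05 over the list and 3 over all genes. Ccl6 and Gja5 were among the latter. The paper reports higher Timp1 and lower connexin 40 and 43 by RT-qPCR in obese atria, and in the sequenced atria the log2 fold changes were 0.93 for Timp1, -1.12 for Gja5 and -0.40 for Gja1. For Il1b, which the paper reports as higher, the log2 fold change was 3.02 with a standard error of 1.00 (adjusted p = 0.233 from limma), and all 3 obese mice were above all 3 lean mice at low counts of 49.1 and 7.7 on average. The size of this change is uncertain. It was 1.86 without lean mouse 2, which had 0 counts, and 4.18 with a pseudocount of 0.1. The paper describes trends toward higher Ccl2 and Nlrp3 and no significant differences in profibrotic genes of the atria by RT-qPCR. In the sequenced atria, Ccl2, Nlrp3 and Tgfb1 had log2 fold changes of 0.10, 0.22 and -0.00354, within their standard errors of 0.56, 0.41 and 0.19. Acta2, Ccn2 and Col1a1 were higher by 0.54, 0.44 and 0.20, beyond their standard errors of 0.25, 0.27 and 0.16. Their groups overlapped and none passed the threshold (adjusted p = 0.413, 0.567 and 0.683 from limma). Mmp2 was lower, at -0.22 with a standard error of 0.16, and did not pass either. Mmp9 had no clear direction, at -0.01 with a standard error of 0.45. Its mean was higher in obese atria, at 174 against 140 normalized counts in lean atria.

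A panel of genes of mineralocorticoid signaling and sodium channel regulation, of which 4 had enough counts to be tested (Nr3c2, which encodes the mineralocorticoid receptor, the channel subunit Scnn1a, and the ubiquitin ligases Nedd4l and Nedd4), did not differ, with a mean log2 fold change of -0.05 (adjusted p = 0.993 from limma's camera). It is not the gene set behind the paper's pathway of aldosterone-regulated sodium reabsorption.

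Obese mouse 3 lay apart from the other obese mice on the second principal component, at 42.85 against -34.12 and -25.82, while the 3 lean mice lay between 2.72 and 10.95. That component held 22.2% of the variance.

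Chac1 and Mthfd2, named after their values were seen, had log2 fold changes of 2.56 (adjusted p = 0.00403 from limma) and 1.76 (adjusted p = 0.00403 from limma), each with the obese mice above all lean mice. Both are induced by the integrated stress response, in which the transcription factor ATF4 raises genes of amino acid supply. The hypothesis that this response is higher in obese atria was tested on 28 other target genes that had not been looked at. They were higher as a set (adjusted p = 2.21e-06 from limma's camera), 23 of 28 higher with a mean log2 fold change of 0.29. With the correlation between them estimated, the unadjusted p was 0.0094 and the adjusted p 0.0282 from limma's camera. These adjusted p-values were corrected only over this set, the FOXO targets below and the other brown fat genes above. The panels were adjusted over all panels tested, a heavier correction, so the adjusted p-values here cannot be compared with theirs. Singly, 0 of the 28 genes had an adjusted p under 0.05 and 11 an unadjusted p under 0.05. No other split of the 6 samples gave as small a p for this set, so 1 of 10 did, which is the smallest share possible. Permutation of the mice into the other 9 splits, each of which mixes the diets, gave p down to 0.00115 before adjustment, so a small p in this set test is weak evidence by itself. The result is in line with a modest rise of this response, which may come from the diet, but differences between the groups in handling or time of collection were not tested for this set.

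Angptl4, Pdk4 and Cdkn1a are also raised by FOXO transcription factors, which are active when insulin action is low, as in fasting. A hypothesis of higher FOXO activity was tested on 15 other target genes that had not been looked at. Txnip, also a target, was first on this list and was left out after the test was run, because its value had been seen before. The 15 genes were higher as a set (adjusted p = 0.0342 from limma's camera, 11 of 15 higher), but the adjusted p was 0.67 with the correlation estimated, and 5 of the 10 splits of the 6 samples, the real one included, gave a p as small. The test as first set asked only for the adjusted p, which passed, and the estimated correlation and the splits were weighed after that. These genes therefore vary between mice in a way that does not follow the diet, and the hypothesis is not settled. The paper's text does not state whether the mice were fasted before the atria were taken.

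Hamp, listed with Bmp10 as a gene of the right atrium, had a log2 fold change of -0.85, which did not pass the threshold (adjusted p = 0.135 from limma), with all obese mice below all lean mice. A smaller share of right atrium in the obese samples could lower it. Bmp10 had a log2 fold change of 0.62 with a standard error of 0.61 (adjusted p = 0.741 from limma) and overlapping groups, so it does not decide the question. Bmp10 itself ranged from 1386 to 7959.9 normalized counts among the obese mice and from 1375 to 5568 among the lean mice.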
